# MTGR1 is required to maintain small intestinal stem cell populations

**DOI:** 10.1038/s41418-024-01346-x

**Published:** 2024-07-25

**Authors:** Sarah P. Short, Rachel E. Brown, Zhengyi Chen, Jennifer M. Pilat, Bailey A. McElligott, Leslie M. Meenderink, Alexander C. Bickart, Koral M. Blunt, Justin Jacobse, Jing Wang, Alan J. Simmons, Yanwen Xu, Yilin Yang, Bobak Parang, Yash A. Choksi, Jeremy A. Goettel, Ken S. Lau, Scott W. Hiebert, Christopher S. Williams

**Keywords:** Epigenetics, Stem-cell research

## Abstract

Undifferentiated intestinal stem cells (ISCs) are crucial for maintaining homeostasis and resolving injury. *Lgr5*+ cells in the crypt base constantly divide, pushing daughter cells upward along the crypt axis where they differentiate into specialized cell types. Coordinated execution of complex transcriptional programs is necessary to allow for the maintenance of undifferentiated stem cells while permitting differentiation of the wide array of intestinal cells necessary for homeostasis. Previously, members of the myeloid translocation gene (MTG) family have been identified as transcriptional co-repressors that regulate stem cell maintenance and differentiation programs in multiple organ systems, including the intestine. One MTG family member, myeloid translocation gene related 1 (MTGR1), has been recognized as a crucial regulator of secretory cell differentiation and response to injury. However, whether MTGR1 contributes to the function of ISCs has not yet been examined. Here, using *Mtgr1*^*−/−*^ mice, we have assessed the effects of MTGR1 loss specifically in ISC biology. Interestingly, loss of MTGR1 increased the total number of cells expressing *Lgr5*, the canonical marker of cycling ISCs, suggesting higher overall stem cell numbers. However, expanded transcriptomic and functional analyses revealed deficiencies in *Mtgr1*-null ISCs, including deregulated ISC-associated transcriptional programs. Ex vivo, intestinal organoids established from *Mtgr1*-null mice were unable to survive and expand due to aberrant differentiation and loss of stem and proliferative cells. Together, these results indicate that the role of MTGR1 in intestinal differentiation is likely stem cell intrinsic and identify a novel role for MTGR1 in maintaining ISC function.

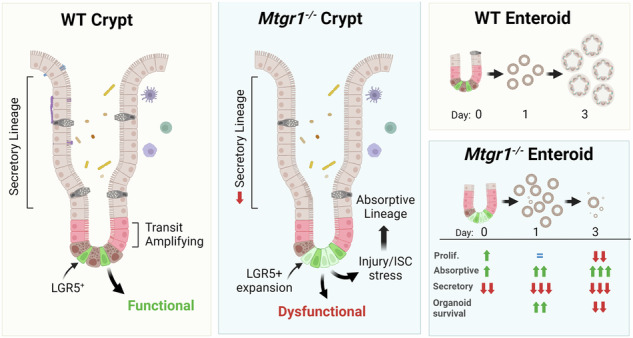

## Introduction

The intestinal epithelium is under constant metabolic, mechanical, and microbial stress and is thus in a continual state of regeneration and renewal. While models for cell function in the gut are evolving, it has been repeatedly demonstrated that intestinal stem cells (ISCs) are key to maintaining intestinal homeostasis and response to injury [1]. Maintenance of intestinal health and regeneration requires the orchestrated execution of stem cell, early progenitor, and differentiation programs, usually via coordinated activation and suppression of transcriptional circuits, to balance stem cell function with downstream lineage allocation [2].

To accommodate the constant cellular turnover of the intestinal epithelium, ISCs rapidly proliferate in the crypt base, pushing their daughter cells out of the crypt and up the intestinal villus while undergoing terminal differentiation into an assortment of secretory and absorptive cell types. These highly proliferative crypt base ISCs, termed crypt base columnar cells (CBCs), are identified by their expression of the leucine-rich repeat containing G-protein coupled receptor 5 (*Lgr5*) gene [1]. *Lgr5* expression is highly regulated, most notably by Wnt and Notch signaling pathways, and is suppressed upon exit of the stem cell niche and activation of cellular differentiation programs [3]. As proliferation continues, daughter cells from CBCs move further up the crypt base into the transit amplifying (TA) compartment. Here, cells proliferate even more rapidly than parental CBCs, yet simultaneously begin lineage commitment and terminal differentiation.

In addition to *Lgr5* + CBCs, other populations of ISCs have been identified, many of which are less proliferative than CBCs at homeostasis but are “activated” as part of intestinal regenerative programs. These cell populations, denoted by expression of specific genes such as *Bmi1*, *mTert*, *Hopx*, *Lrig1*, and *Clu*, often reside higher in the crypt base than CBCs in the +4/+5 position and may have begun the process of lineage commitment [4, 5]. However, functional compensation by these slowly cycling ISC populations may still require dedifferentiation and interconversion to CBCs, in which ISCs gain expression of *Lgr5* and take up residence in the crypt base. Interestingly, the ability to reconstitute the CBC population has even been noted in committed progenitors of the secretory and absorptive lineages [6–9]. Thus, coordinating ISC function and differentiation among differentiated cell types and different ISC populations is a far from linear process, yet remains a crucial component of both intestinal homeostasis and injury responses.

MTGR1 (*Cbfa2t2*) is a member of the three-protein myeloid translocation gene (MTG) family of transcriptional co-repressors, which were originally identified in translocation fusion proteins driving acute myeloid leukemia [10]. MTGs, also including MTG16 and MTG8, serve as scaffolding proteins that orchestrate the formation of repression complexes containing histone deacetylases, other co-repressor proteins, and DNA binding factors, thereby modifying the chromatin at key loci [11]. In the intestine, MTGs serve important functions, as MTG-deficient mice display a range of unprovoked intestinal phenotypes. For example, loss of MTG8 (*Mtg8*^*−/−*^) resulted in deletion of the midgut, while loss of MTG16 or MTGR1 (*Mtg16*^*−/−*^ and *Mtgr1*^*−/−*^) altered intestinal proliferation, apoptosis, migration, and lineage specification [12–15]. *Mtgr1*^*−/−*^ mice are also exquisitely sensitive to dextran sodium sulfate (DSS)-induced injury, with marked depletion of viable, regenerative crypts post-injury [16]. Finally, we have previously identified MTGR1 as a key regulator of intestinal differentiation into the secretory cell fate, as *Mtgr1*^*−/−*^ mice have greatly reduced numbers of Paneth, goblet, and enteroendocrine cells [14, 17].

Our previous work has uncovered roles for MTGs in modulating Wnt and Notch signaling pathways [17, 18]. Despite contributions to these key ISC-associated signaling pathways, the exact role of MTGR1 in ISC biology remains incompletely understood. Here, we have assessed the impact of *Mtgr1* deficiency in the small intestine both in vivo and ex vivo. Together, these studies uncover a crucial role for MTGR1 in maintaining proper ISC function and regulating absorptive differentiation thus expanding our knowledge of the mechanisms regulating intestinal differentiation and regeneration.

## Methods and materials

### Mouse models

*Mtgr1*^*−/−*^ mice were previously established and characterized [14]. *Lgr5-EGFP-IRES-creERT2* mice were a generous gift from Dr. Robert Coffey [1]. Male and female age-matched, littermate WT and *Mtgr1*^*−/−*^ mice were used for all experiments. Mice were cohoused and maintained on standard chow with 12-hour light/dark cycles. All in vivo procedures were carried out in accordance with protocols approved by the Vanderbilt Institutional Animal Care and Use Committee.

### Enteroid culture

3D small intestinal organoids, or enteroids, were established from duodenal crypts isolated from 8–12-week old WT and *Mtgr1*^*−/−*^ mice as previously described ([17, 19], and Supplementary Methods). To determine plating efficiency, the number of viable enteroids was assessed at day 1 post-plating and normalized to the number of crypts plated. Viability was determined by daily enteroid counts per 12-well Matrigel patty and normalized to the number of enteroids established on day 1. ImageJ software (version 1.51) was used to measure enteroid size and count crypt buds. All plating experiments are representative of ≥2 independent experiments, with the total number of wells or enteroids noted in figure legends.

### Enteroid hMTGR1 addback

GFP and human *MTGR1* were cloned into the pLEX-307 vector (a gift from David Root, Addgene plasmid 41392). pLEX-307-GFP and pLEX-307-*MTGR1* were transfected into HEK 293T cells (ATCC CRL-3216) along with psPAX2 and pMD2.g (gifts from Didier Trono, Addgene plasmids 12260 and 12259). After 48 h, supernatants were collected and viral particles were concentrated by overnight centrifugation at 9500 × *g* at 4 °C. Pelleted lentiviral particles were resuspended in mouse Intesticult media (StemCell Technologies) supplemented with 10 µM Y-27632 (Tocris) and mixed with duodenal crypt isolations from WT or *Mtgr1*^*−/−*^ mice. Crypt/virus mixtures were incubated for 2 h at 37 °C prior to washing and plating in Matrigel plugs overlaid with ENR media supplemented with CHIR 99021 (3 µM, Tocris) and Y-27632. After 4 days, CHIR 99021 and Y-27632 were removed. Viability and gene expression were assessed at day 7 post-plating.

### Immunohistochemistry

Mice were sacrificed and intestinal tissue was “Swiss-rolled” prior to fixation in 10% neutral-buffered formalin. Intestinal samples were then paraffin-embedded and 5 µm sections were cut by the Vanderbilt Translational Pathology Shared Resource (TPSR). For enteroid staining, cultures were collected and fixed as described previously [20]. Samples were stained as we have done for prior studies [21, 22], with primary antibodies against E-cadherin (BD Biosciences, 1:500), Ki67 (Abcam, 1:1000), phospho-histone H3 (Millipore, 1:400), cleaved caspase-3 (Cell Signaling Technology, 1:400), or β-catenin (BD Biosciences, 1:500) and secondary antibodies conjugated to 488 or 594 Alexa Fluor dyes (Invitrogen). Nuclear staining was done with ProLong Gold antifade reagent with DAPI (Invitrogen). Staining was visualized with a Nikon Eclipse E800 microscope and Zyla SCMOS camera. Images were processed using Nikon NIS-Elements Basic Research software and quantified by blinded observer.

Tissue processing and brush border analysis was done as described previously [23, 24]. Duodenal segments were excised and fixed for 2 hours in 2% paraformaldehyde, then floated in 30% sucrose at 4^o^ overnight. Samples were then embedded in OCT compound (Tissue-Tek) and snap frozen. 5 µm sections were cut and stained with αVillin (clone 1D2C3, Santa Cruz), phalloidin (A12380; Invitrogen), and DRAQ5 (ThermoFisher). Confocal images were collected using a Nikon W1 spinning disk confocal microscope with a FusionBT SCMOS camera using a 100 × 1.45 N.A. objective lens.

### qRT-PCR analysis

Freshly isolated murine small intestinal crypts were collected and homogenized in TRIzol reagent (Thermo Fisher) using a 21 g needle. RNA was isolated using the Rneasy Mini Kit (Qiagen) with on-column DNAse digestion. cDNA was synthesized using the qScript cDNA synthesis kit (Quantabio). qPCR reactions were run using PerfeCTa SYBR Green SuperMix ROX (Quantabio) and primers designated in Supplementary Table S2. For analysis of human *MTGR1*, probes for *MTGR1* (Hs00602520_m1, Thermo Fisher) and *Gapdh* (Mm99999915_g1, Thermo Fisher) were used in conjunction with TaqMan Universal Master Mix II (Thermo Fisher). All samples were run in triplicate and target gene expression was analyzed using the delta–delta Ct method normalized to *Gapdh*.

### RNAscope

High-resolution RNA in situ hybridization was performed using the RNAscope® Multiplex Fluorescent V2 assay or RNAscope® 2.5HD Assay – Brown, according to the manufacturer’s instructions (ACDBio). Antigen retrieval was performed under standard pretreatment conditions as specified by the manufacturer. Probes were directed against mouse *Cbfa2t2* (#434601), *Lgr5* (#312171), or *Clu* (#427891). Fluorescent assay samples were mounted with ProLong Gold antifade reagent with DAPI and imaged as described above and images quantified by a blinded observer.

### Bulk RNA-sequencing

For RNA-sequencing, small intestine crypts were isolated from 3 WT and 3 *Mtgr1*^*−/−*^ mice. Following crypt isolation, a portion of the samples were collected and homogenized in TRIzol reagent while the remaining crypts were plated for enteroid culture. After 24 h, half of the plated enteroids were collected for RNA extraction, while the remaining enteroids were cultured for an additional 48 hours and harvested at 72 h post-plating. Additional samples were collected from passaged WT and *Mtgr1*^*−/−*^ enteroids, and RNA for all was isolated as described above. For RNA-sequencing studies, mRNA enrichment and cDNA library preparation were performed by the Vanderbilt Technologies for Advanced Genomics (VANTAGE) facility utilizing the Illumina Tru-seq stranded mRNA sample prep kit. Sequencing was performed at Single-Read 50 HT bp on the Illumina HiSeq 2500. Raw reads in FASTQ format were trimmed with fastp (v0.20.0) with default parameters [25]. Quantification was performed using Salmon (v1.3.0) [26] against a decoy transcriptome generated from Mus musculus GENCODE (v21) [27]. Further analysis was performed in R (v3.6.3) as described previously [28]. Briefly, quantification files were imported with tximeta (v1.4.5) [29]. Genes with counts ≤ 1 across all samples were omitted. Differential expression analysis (DEA) was performed on raw transcript counts using DESeq2 (v1.26.0) [30] and annotated with AnnotationDbi (v1.46.1) [31].

### Single cell RNA-sequencing data collection

Mouse tissues were used to generate single-cell RNA-seq data, following a methodology similar to previous studies ([32, 33] and Supplementary Methods). Single cell suspensions were generated via crypt isolation and digestion to single cells. The resulting cell suspensions underwent filtration, washing, and quality inspection before being encapsulated for microfluidic capture. The scRNA-seq procedure was carried out according to a modified protocol [34, 35]. Single-cell libraries were prepared for sequencing as detailed in previous documentation [36, 37]. These libraries, each containing an estimated 2000-3000 cell transcriptomes, were then sequenced on the Novaseq6000 platform, generating approximately 125 million reads per library.

### Single cell RNA-sequencing data analysis

Data quality was evaluated using ambiQuant [35]; data were then filtered using dropkick [38] and further processed according to an established pipeline ([39] and Supplementary Methods). Briefly, raw scRNA-seq counts were normalized by median library size, log-like transformed with arcsinh, and z-score standardized per gene followed by dimensional reduction and UMAP visualization using Python packages scanpy [40], pandas [41] and numpy [42]. To compare individual gene and gene signature expression between the wild-type and *Mtgr1* null groups, the two treatment groups underwent random sub-sampling to keep the same number of total cells in each group. Cell types of interest were extracted, and arcsinh-transformed counts were used for down-stream processes and GSEA using gene sets in the WikiPathways_2019_Mouse library. Relevant code is available at https://github.com/Ken-Lau-Lab/MTGR1_SI_stem_cell_analysis.git.

### Electron microscopy

Specimens were processed for transmission electron microscopy (TEM) and imaged in the Vanderbilt Cell Imaging Shared Resource: Research Electron Microscopy facility according to their established methods (Supplementary Methods). Following processing and epoxy embedding, 70–80 nm ultra-thin sections were cut, collected on 300-mesh copper grids, and post-stained with 2% uranyl acetate followed by Reynold’s lead citrate. Samples were subsequently imaged on the Philips/FEI Tecnai T12 electron microscope.

### Lgr5-EGFP+ cell isolation and sorting

Single cell suspensions were generated from duodenal crypt cells, and flow cytometry for *Lgr5-EGFP* was performed as previously described ([43] and Supplementary Methods). Notably, 10 μM ROCK inhibitor (Y-27632) (#12-541-0, Fisher Scientific) was added to all buffers and solutions to maximize cell viability. Cell suspensions were stained with 1:100 APC Annexin V (#640919 BioLegend) and 1:4000 propidium iodide (PI) (#281487-000, Invitrogen) prior to FACS analysis in collaboration with the Vanderbilt Flow Cytometry Shared Resource.

### Statistics

Unless noted, statistical analysis was performed in Graphpad Prism 8 Software using Student’s t-test (unpaired, two-tailed) or Mann-Whitney Wilcoxon test for single comparisons pending results of data normality. Kruskal-Wallis test with Dunn’s multiple comparison test was used for multiple samples, or two-way ANOVA (repeated measures) and Sidak’s multiple comparison post-test for time course analyses. Samples were excluded if determined to be statistical outliers based on “robust regression and outlier removal” (ROUT) analysis. Center values represent the median for violin plots, but for all studies center values represent experimental mean. Error is represented by standard error of the mean and *P* < 0.05 is considered significant. Sample sizes are delineated in relevant figure legends and determined by prior experience using these models and generally accepted number of replicates for equivalent types of studies.

## Results

### MTGR1 is widely expressed in the intestine

Work by our group and others has identified key roles for MTG family members in promoting secretory differentiation. In line with this role, MTG16 is enriched in specific secretory cell populations as well as +4/+5 intestinal cells, often thought to be both reserve stem cells and secretory lineage progenitors [15, 21]. However, the expression pattern of MTGR1 in intestinal cell populations is undefined. To define MTGR1 expression patterns, we first utilized in situ staining to spatially visualize *Mtgr1* transcripts in the murine small intestine (Fig. 1A). Here, *Mtgr1* expression was dispersed throughout the intestinal crypt-villus axis and did not appear to be specifically localized to distinct cell populations [15]. We next investigated *Mtgr1* expression in specific cell types via single-cell RNA-sequencing (scRNA-seq) of the murine ileum and jejunum [32, 44]. These results confirmed widespread *Mtgr1* expression in various intestinal cells that was not restricted to specific cellular lineages (Fig. 1B and Supplementary Fig. 1). Similar results were observed in the human small intestine through query of publicly available scRNA-seq data from the Human Protein Atlas (GSE125970), with *MTGR1* expression again observed in multiple differentiated and undifferentiated cell types (Fig. 1C) [45, 46]. Thus, *Mtgr1* is widely expressed throughout the intestinal epithelium and not restricted to secretory lineage cells and progenitors.

**Fig. 1:**
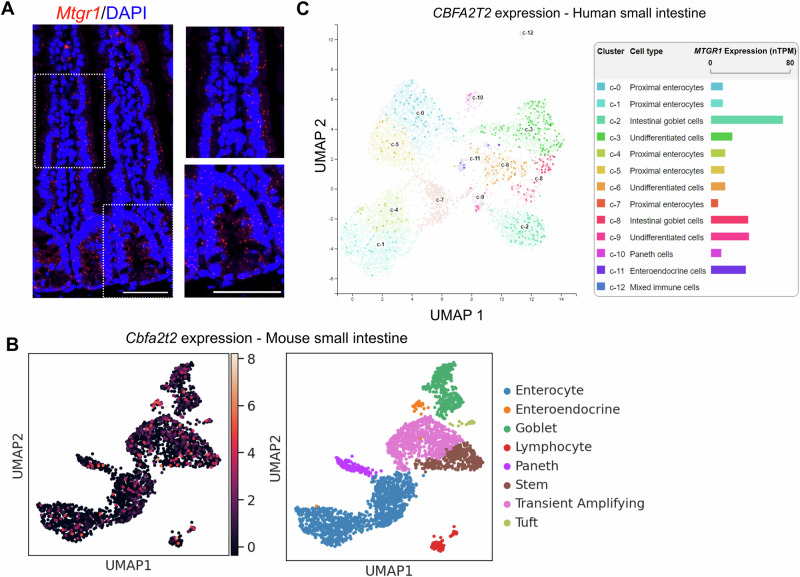
MTGR1 is widely expressed in the small intestine. **A** *Mtgr1* mRNA assessed by RNAScope in the WT small intestine. Results representative of 3 independent experiments. Dotted lines indicate inset areas. Scale bar = 100 µm. **B** Uniform manifold approximation and projections (UMAPs) showing *Mtgr1* (*Cbfa2t2*) expression in the murine ileum by scRNA-sequencing (left) and associated cell clusters (right). n = 2 mice. **C** Human *MTGR1 (CBFA2T2)* expression was queried from the Human Protein Atlas scRNA-sequencing data. *MTGR1* expression is visualized by UMAP (left) and bar graphs (right) in various intestinal cell types.

### MTGR1 loss expands ISC populations in vivo

Interestingly, higher levels of intestinal epithelial proliferation have been reported in mice globally lacking MTGR1 (*Mtgr1*^*−/−*^), suggesting MTGR1 expression may regulate undifferentiated ISC populations in addition to secretory lineages[14, 18, 47]. First, we again confirmed the expansion of proliferative cells in the crypts of *Mtgr1*^*−/−*^ mice, here via quantifying Ki67 expression (Fig. 2A). We next hypothesized that this increase in proliferation may be associated with higher numbers of LGR5+ ISCs, due to their role in maintaining proliferation in the intestine at baseline [14, 18, 47]. *Lgr5*-expressing cells in the small intestine were identified by in situ hybridization. Here, we determined that *Mtgr1*^*−/−*^ mice indeed had higher numbers of *Lgr5*+ cells per crypt as compared to WT mice (Fig. 2B). Intercross of *Mtgr1*^*−/−*^ mice with the *Lgr5-Cre-EGFP* reporter line, which expresses EGFP from the *Lgr5* locus, also showed increased numbers of both high and low-expressing *Lgr5*-EGFP+ cells in *Mtgr1*^*−/−*^ versus WT *Lgr5-Cre-EGFP* mice (Fig. 2C). Due to the mosaic expression of the *Lgr5* reporter, increases in *Lgr5*+ cells were confirmed by restricting quantification to reporter positive crypts by immunofluorescent staining against GFP (Fig. 2D). Finally, higher levels of *Lgr5*, *Ki67*, and *Myc* transcripts were also observed in *Mtgr1*^*−/−*^ crypt isolates by q-RT-PCR (Fig. 2E).

**Fig. 2:**
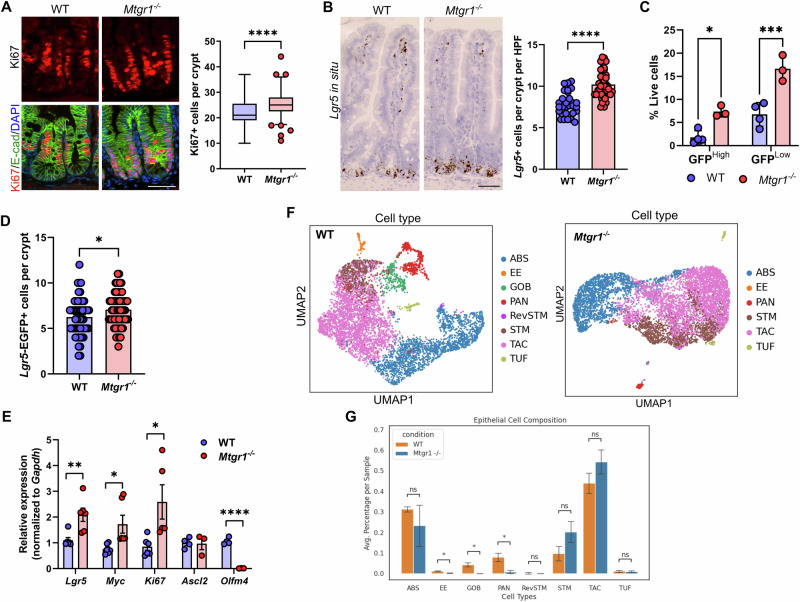
MTGR1 loss increases ISC number and deregulates intestinal stem cell programs. **A** Immunofluorescent staining for Ki67 (red), E-cadherin (green), and nuclei (DAPI, blue) in the small intestine of 8–12-week-old WT and *Mtgr1*^*−/−*^ mice. n = 4 mice per genotype, >20 high-powered fields (HPFs) per mouse. **B** *Lgr5* mRNA expression was visualized in the WT and *Mtgr1*^*−/−*^ small intestine by RNAscope. n = 4 WT and 3 *Mtgr1*^*−/−*^ mice, 12 HPFs per mouse. **C** *Mtgr1*^*−/−*^ mice were intercrossed with the *Lgr5-cre-EGFP* reporter strain and isolated crypt cells were stratified by *Lgr5*-EGFP expression through FACS. n = 4 WT and 3 *Mtgr1*^*−/−*^ mice. **D** *Lgr5*-EGFP assessed by immunofluorescence. Quantification shows the number of GFP positive cells in each reporter positive crypt, per mouse. n = 9 mice per genotype. **E** q-RT-PCR of stem cell markers *Lgr5*, *Myc*, *Ki67, Ascl2*, and *Olfm4* in intestinal crypt isolates from *Mtgr1*^*−/−*^ and WT mice (n = 3–6 mice per genotype). Results were normalized to *Gapdh* and represented as fold change over WT expression. **F** UMAPs depicting cell types as determined from scRNA-sequencing results from WT and *Mtgr1*^*−/−*^ intestinal cells and (**G**) numerical representation. n = 3 WT and 2 *Mtgr1*^*−/−*^ duodenal samples. ABS absorptive, EE enteroendocrine, GOB goblet, PAN Paneth, RevSTM revival stem, STM stem, TAC transit amplifying cell, TUF tuft. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, Mann–Whitney test (**A**, **D**, select **E**), Student’s t test (**B**, select **E**), or two-way ANOVA with Sidak’s multiple comparison test (**C**), Scale bars = 100 µm.

While *Lgr5* is often regarded as the canonical identifier of CBCs and a robust ISC marker, we next assayed for expression of other ISC-associated genes. For example, *Ascl2* and *Olfm4* are highly expressed in CBCs along with *Lgr5* [48, 49]. Interestingly, although *Lgr5* transcript and *Lgr5*-EGFP+ cells were consistently increased with MTGR1 loss, neither *Ascl2* nor *Olfm4* mirrored these changes. Here, we observed that the *Ascl2* transcript remained unchanged in *Mtgr1*^*−/−*^ crypts, while *Olfm4* was nearly undetectable in *Mtgr1*^*−/−*^ crypts (Fig. 2E), suggesting broad deregulation of ISC programs in context of MTGR1 loss. Next, to more comprehensively map changes in intestinal cell populations, we performed single cell RNA sequencing (scRNA-seq) on WT and *Mtgr1*^*−/−*^ duodenal cells. Following UMAP dimension reduction and cell lineage stratification according to our established methods [32, 33, 44], MTGR1 loss was observed to have wide-ranging effects on intestinal cell differentiation (Fig. 2F, G and Supplementary Fig. 2). As observed previously, *Mtgr1*^*−/−*^ mice broadly lack secretory Paneth, enteroendocrine, and goblet cells. However, we observed a trend towards increased ISC and TA populations. Together with results from the *Lgr5-EGFP* reporter mouse, these studies indicate that MTGR1 loss expands total ISC cell numbers in the small intestine.

### MTGR1 is required for enteroid viability

As loss of MTGR1 increased *Lgr5* + ISCs, and MTGs have been noted to dampen Wnt pathway activity through interaction with TCF4 [18], we next hypothesized that MTGR1 loss would increase ISC number and function. Here, we utilized the small intestinal organoid or “enteroid” system. Since enteroids rely on ISCs for their establishment and growth, enteroid formation efficiency can be used to assess general stem cell function and fitness [3]. Here, enteroids were established from duodenal crypts harvested from WT and *Mtgr1*^*−/−*^ mice, and enteroid formation efficiency was assessed after 24 h in culture (Fig. 3A, B). By dividing the number of enteroids formed by the number of crypts plated, we noted an approximately twofold enhancement of enteroid formation in the setting of MTGR1 loss. We also observed higher percentages of *Mtgr1*^*−/−*^ enteroids with a cystic, spheroid morphology (Fig. 3C), a phenotype associated with increased Wnt tone [19], compared to WT enteroids.

**Fig. 3:**
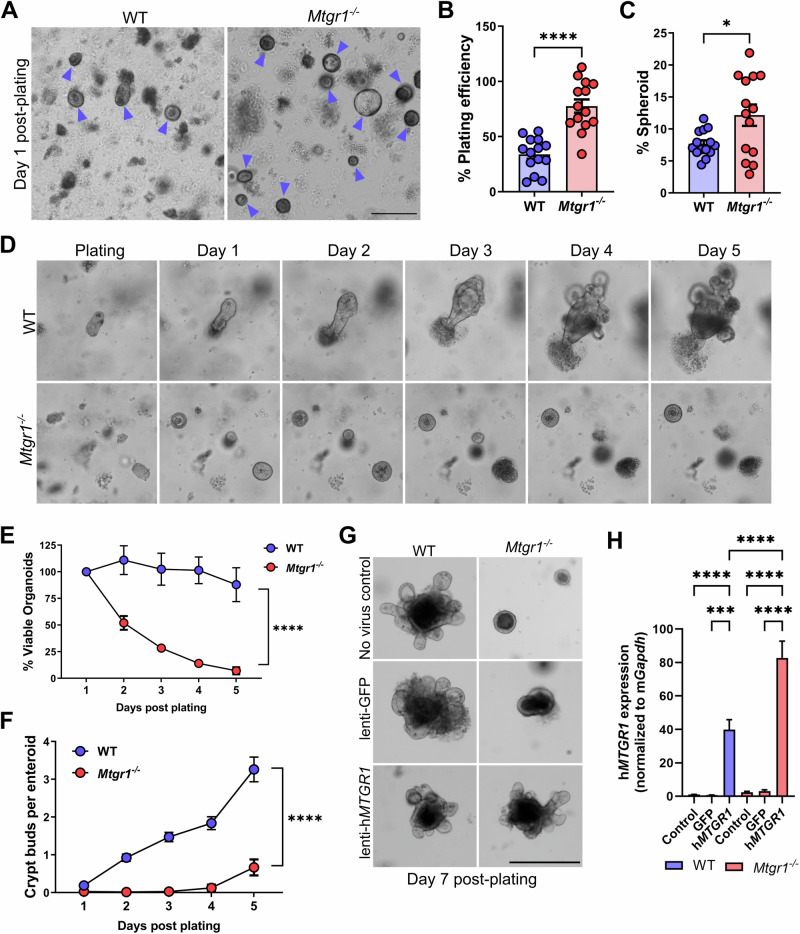
MTGR1 loss increases initial plating efficiency but is not compatible with enteroid survival. **A** Crypts were isolated from WT and *Mtgr1*^*−/−*^ mice and plated as intestinal enteroids. Representative images of enteroids at day 1 post-plating with enteroids marked by blue arrows. Scale bar = 200 µm (left), (**A**–**E**) representative of 4 independent experiments. **B** Quantification of overall plating efficiency (enteroids established divided by crypts plated) and (**C**) percentage of enteroids with cystic morphology calculated per well at day 1 post-plating. n = 14 wells per genotype. **D** 5-day timelapse imaging of WT and *Mtgr1*^*−/−*^ enteroids. **E** Average enteroid viability post-plating, shown as the percent viable enteroids remaining from day 1. n = averaged 4 independent experiments per genotype. **F** Quantification of crypt budding post-plating. n = 75, 67, 74, 68, and 26 WT enteroids and n = 136, 121, 70, 16, and 6 *Mtgr1*^*−/−*^ enteroids. **G** WT and *Mtgr1*^*−/−*^ crypts were transduced with lentiviral GFP or human *MTGR1* and plated to allow enteroid formation. Representative images at day 7 post-infection/plating. Scale bars = 500 µm. **H** Transduced enteroids were collected at day 7 post-infection for mRNA analysis of human *MTGR1*. Results were normalized to *Gapdh* and shown as fold change over WT non-transduced controls. n = 2–3 independent experiments for addback studies. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, Student’s t test (**B**, **C**), two-way ANOVA (**E**, **F**), or one-way ANOVA (**H**).

Despite the initial augmentation of enteroid formation in *Mtgr1*^*−/−*^ cultures, we observed striking viability defects in *Mtgr1*^*−/−*^ enteroids within 48 h of initial plating. Daily imaging (Fig. 3D) and viable enteroid counts (Fig. 3E) revealed that *Mtgr1*^*−/−*^ cultures failed almost completely by day 5 post-plating. While WT enteroids formed crypt buds by day 3, *Mtgr1*^*−/−*^ enteroids rarely developed crypt buds, even in the structures that survived until day 5 (Fig. 3F). These findings were also confirmed by live cell imaging, which showed no morphological changes in *Mtgr1*^*−/−*^ enteroids throughout the 5-day period, until enteroid death (Supplementary videos SV1 and SV2). Importantly, restoration of *MTGR1* expression via lentiviral transduction rescued *Mtgr1*^*−/−*^ enteroids and restored branching morphology, confirming the MTGR1 dependency of this phenotype (Fig. 3G, H). Thus, MTGR1 appears to be required for ex vivo enteroid survival and expansion.

### Inhibition of cell death pathways does not rescue Mtgr1^−/−^ viability

We next aimed to determine the mechanism driving the viability loss in *Mtgr1*^*−/−*^ enteroids. As MTGR1 is a transcriptional co-repressor, we utilized a bulk RNA-sequencing approach to broadly investigate MTGR1-dependent changes in gene expression. Briefly, crypts were isolated from age-matched WT and *Mtgr1*^*−/−*^ mice, and mRNA was collected at the time of crypt isolation (day 0) or at day 1 and day 3 post-plating to yield matched crypt, day 1 enteroid, and day 3 enteroid mRNA (Fig. 4A). 

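The data deposited for this experiment were 18 libraries from 3 WT and 3 *Mtgr1*-/- mice, each mouse sampled as crypts (day 0) and as enteroids on day 1 and day 3. The authors quantified the reads per gene with Salmon and deposited, for each time point, counts normalized by 1 factor per library. In the 16 libraries whose reads were recovered from the steps between low values, 22035316 to 28621990 reads lay on genes, with a median of 26258539. The genotypes were compared at each time point with limma on log2(normalized count + 1), over genes with a mean normalized count of at least 10, and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes on this scale understate the change of genes with low counts. *Mtgr1* is listed under its symbol *Cbfa2t2* (ENSMUSG00000038533.15, chromosome 2 of GRCm38, 154436481 to 154539356). In crypts, its normalized counts were 614, 523 and 595 in the WT libraries and 697, 466 and 534 in the libraries labelled *Mtgr1*-/-, a log2 fold change of -0.047 (adjusted p = 0.917, limma). At day 1, they were 788, 710.2 and 757 in WT and 1160.3, 1008 and 789 in the others, a log2 fold change of 0.37 (adjusted p = 0.0557, limma, range 0.00765 to 0.180 over 10 alternatives). The authors' deposited table lists it as higher at day 1, with a log2 fold change of 0.82 and an adjusted p of 0.000907. At day 3, the values were 869, 774 and 883 against 892, 976 and 766, a log2 fold change of 0.056 (adjusted p = 0.686, limma). For crypts and day 3, the deposited table lists log2 fold changes of -0.13 (adjusted p = 0.917, DESeq2) and 0.52 (adjusted p = 0.0636, DESeq2). The targeted gene was not lower with an adjusted p below 0.05 at any time point, and the genotype is given here as the label of each library. *Olfm4* (ENSMUSG00000022026.7, chromosome 14 of GRCm38, 79984081 to 80023139) was 29968 ± 3831 in WT and 314 ± 190.2 in the libraries labelled *Mtgr1*-/- (SD, n = 3) in crypts, 33173 ± 13699 against 9.12 ± 1.85 at day 1, and 75710 ± 7847 against 139 ± 55.6 at day 3. All 9 libraries labelled *Mtgr1*-/- lay below every WT library of their time point for this gene.

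**Figure D1:**
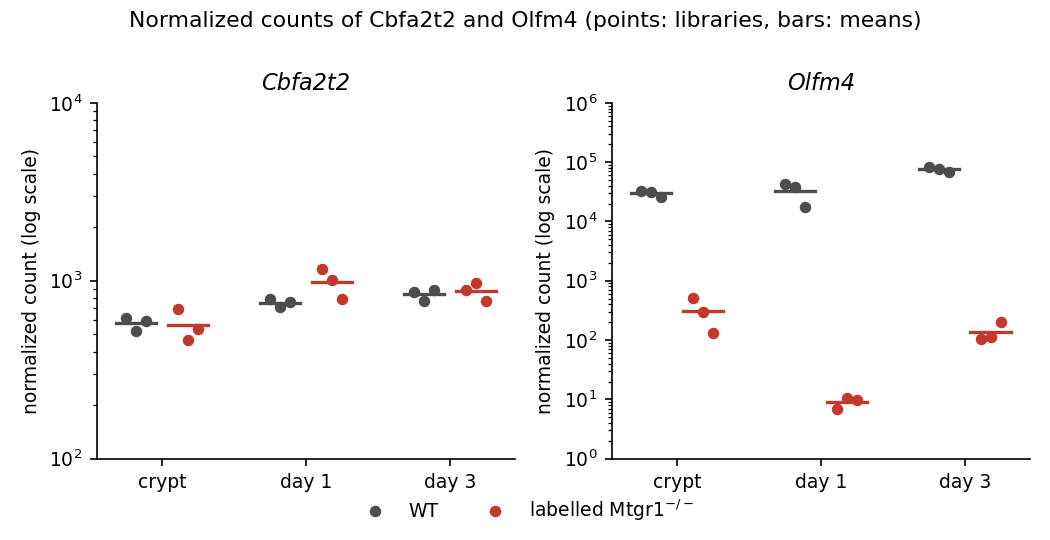
Normalized counts of *Cbfa2t2* (left) and *Olfm4* (right) in each library, on a log axis, for WT (grey) and for the libraries labelled *Mtgr1*-/- (red) in crypts and on days 1 and 3. Bars are means of 3 libraries, and *Cbfa2t2* was not lower in the libraries labelled *Mtgr1*-/-, while *Olfm4* was lower in 9 of 9.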

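The crypt table held 17759 genes, of which 12980 were tested. In the libraries labelled *Mtgr1*-/-, 614 genes had an adjusted p below 0.05 (limma), with 205 higher and 409 lower than in WT. At day 1, 7413 of 12587 tested genes passed this threshold (3776 higher, 3637 lower), and at day 3 7545 of 12782 (3826 higher, 3719 lower). Changes of at least 2-fold made up 459 of these genes in crypts, 2647 at day 1 and 2557 at day 3. The 3 libraries of one genotype did not overlap the 3 of the other for 25.5% of the genes tested in crypts, 68.1% at day 1 and 68.8% at day 3, where chance gives 10%.

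Libraries of mice with the same number deviated together from their group means in crypts, with a mean correlation across genes of 0.232 against at most 0.179 for another pairing, and at day 1, with 0.188 against at most 0.0436. Genes are not independent replicates, so no p is given. With the mouse number as a block, 562 genes passed the threshold in crypts (174 higher, 388 lower, 442 shared with the fit without it) and 8027 at day 1 (4111 higher, 3916 lower, 7320 shared). Of the alternatives tried, precision weights for each library moved the crypt count most upward, to 2100 genes, and leaving out WT library 1 moved it most downward, to 176.

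Among genes tested at both time points, 462 of the 574 called in crypts were also called at day 1, 431 of them in the same direction. Of all 12242 genes tested at both, 7263 were called at day 1, so many shared calls would arise by chance. Days 1 and 3 shared 6117 calls, 6095 in the same direction. They had 7371 and 7390 calls among the 12432 genes tested on both days. The authors' deposited DESeq2 results, which are the paper's own, call 1258 genes in crypts, 6569 at day 1 and 6500 at day 3, and include 559, 6170 and 6044 of the limma calls.

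By size, *Rpl34-ps1*, a processed pseudogene (ENSMUSG00000068396.9, chromosome 6 of GRCm38, 71124610 to 71124963), led the falls in crypts, where it was at least 372-fold lower. It was followed there by *Akr1c14* (log2 fold change -7.92), *Cfhr2* (at least 122-fold lower), *Gm2446* (at least 60.9-fold lower, a pseudogene whose summed count with its near-identical neighbor *Gm2436* did not differ) and *Olfm4* (-6.77). The bound for *Cfhr2* rests on a WT mean of 367 ± 303 (SD, n = 3), and its lowest WT library was at 44.9. At day 1, the falls were led by *Olfm4* (-11.59), *Rpl34-ps1* (at least 528-fold lower), *Gip* (-8.04), *Sst* (-7.33) and *Prelp* (-6.96). At day 3, they were led by *Rpl34-ps1* (-9.71), *Gvin1* (at most 111 against at least 2701 in WT), *Olfm4* (-9.14), *Defa32* (at least 90.9-fold lower) and *Defa42* (at most 610.4 against at least 1447 in WT). Whether reads moving between *Rpl34-ps1* and genes of similar sequence account for its falls was not tested.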

After RNA-sequencing, differential expression profiles were generated and analyzed using gene set enrichment analysis (GSEA) [50, 51].

**Fig. 4:**
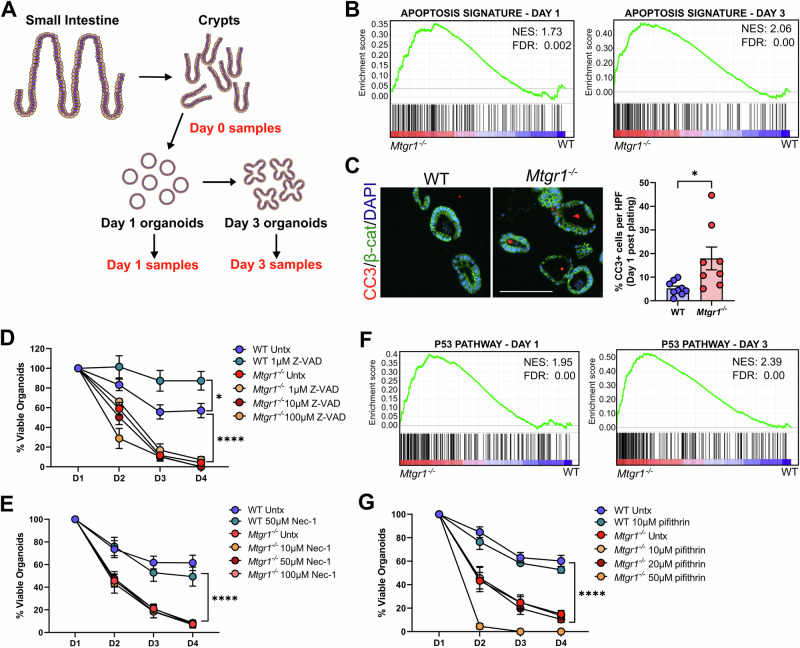
MTGR1-dependent enteroid loss cannot be rescued by inhibition of cell death pathways. **A** Schematic of RNA-sequencing experiment of crypts and enteroids. n = 3 mice per genotype per timepoint. **B** GSEA of “Hallmark” collection apoptosis-related genes in *Mtgr1*^*−/−*^ enteroids at day 1 (left) and day 3 (right) post-plating. NES = normalized enrichment score. **C** Enteroids were fixed and embedded at day 1 post-plating, and apoptotic cells were marked by immunofluorescent staining against cleaved caspase-3 (CC3, red). β-catenin (green) and DAPI (blue) were used for co-staining. Quantification shown as percent CC3-positive cells per high powered field (HPF). Scale bar = 200 µm. n = 9 WT and 8 *Mtgr1*^*−/−*^ HPFs. **D** Enteroids were plated and overlaid with media containing indicated concentrations of the caspase inhibitor, Z-VAD-FMK, or (**E**) the necrosis inhibitor, necrostatin. Enteroids were counted daily and normalized to day 1 numbers. n = 6 wells per condition. **F** GSEA of “Hallmark” collection p53 pathway-related genes in *Mtgr1*^*−/−*^ enteroids at day 1 (left) and day 3 (right) post-plating. **G** Enteroids were plated and overlaid with media containing the p53 inhibitor, pifithrin, as indicated. n = 6 WT and 12 untreated, 9 (10 µm), 10 (20 µm), and 3 (50 µm) *Mtgr1*^*−/−*^ enteroid wells. *P < 0.05, ****P < 0.0001, Student’s t test (**C**) or two-way ANOVA (**D**, **E**, **G**), significance indicated by FDR q value (**B**, **F**).

Due to the rapid loss of established cultures and minor increases in apoptosis previously reported from *Mtgr1* null crypts [14], we hypothesized that MTGR1 loss may aberrantly activate programmed cell death pathways to decrease enteroid viability. Indeed, GSEA analysis from the Hallmark gene set collection identified a significant enrichment in apoptosis-associated genes in *Mtgr1*^*−/−*^ enteroids at both day 1 and day 3 post-plating (Fig. 4B). 

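A list of 40 apoptosis genes written by hand, in place of the Hallmark set, was tested by preranked GSEA (fgsea) on limma's moderated t, with adjustment over 12 lists at 3 time points. At day 1, its normalized enrichment score (NES) in the libraries labelled *Mtgr1*-/- was 1.73 (adjusted p = 0.00547), with a positive log2 fold change for 25 of 37 genes and a median of 0.45. The mean of the list was above every WT library in 3 of 3 libraries. With the mouse number as a block, the NES was 1.82 (adjusted p = 0.00374). At day 3, the NES was 1.51 (adjusted p = 0.0334), again with 3 of 3 libraries above every WT library and a median log2 fold change of 0.33. Ranking by log2 fold change at day 3 gave an NES of 1.05 (adjusted p = 0.431). The Reactome set Apoptosis gave 1.18 at day 1 (adjusted p = 0.177). Over 14 alternatives, the adjusted p of the list ranged from 0.00145 to 0.177 at day 1 and from 0.00402 to 0.431 at day 3.

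Single genes of the list were higher in 21 cases and lower in 4 at day 1, and in 21 and 8 at day 3 (adjusted p below 0.05 over all genes, limma), with the same counts when p was adjusted over the list alone. *Fas* (ENSMUSG00000024778.13, chromosome 19 of GRCm38, 34290666 to 34327772) was 148 ± 14.4 in WT and 453 ± 98.8 in the libraries labelled *Mtgr1*-/- (SD, n = 3) at day 1, a log2 fold change of 1.59 (standard error 0.18, adjusted p = 0.000406, limma). Among the largest rises were also those of *Bok* and *Casp6* at day 1, with log2 fold changes from 0.91 to 1.22, and those of *Bok*, *Fas* and *Bmf* at day 3, from 0.90 to 1.63. Falls were largest for *Pidd1*, *Htra2* and *Siva1* at day 1 (-0.80 to -0.68) and for *Tnfsf10*, *Bik* and *Pidd1* at day 3 (-1.72 to -0.86).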

*Mtgr1*^*−/−*^ enteroids collected at day 1 post-plating also displayed a modest increase in the percentage of apoptotic cells as measured by fluorescent immunohistochemistry (IHC) against cleaved caspase-3 (Fig. 4C). However, inhibiting apoptosis using the cell-permeable pan-caspase inhibitor, Z-VAD-FMK, failed to improve survival of *Mtgr1*^*−/−*^ enteroids (Fig. 4D), even at concentrations which improved viability in WT cultures [52]. Likewise, inhibition of necroptosis, which is dysregulated in intestinal inflammatory diseases [53–55], had no effect on *Mtgr1*^*−/−*^ enteroid viability (Fig. 4E). 

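Targets of p53 were tested with a hand-written list of 44 genes. Its NES was 1.58 at day 1 (adjusted p = 0.0208) and 1.79 at day 3 (adjusted p = 0.00407), and the mean of the list lay above every WT library in 3 of 3 libraries labelled *Mtgr1*-/- on both days. The median log2 fold change was 0.47 at day 1 and 0.49 at day 3. Blocking on the mouse number gave an NES of 1.76 at day 1 (adjusted p = 0.00711). The adjusted p ranged from 0.000655 to 0.114 at day 1 and from 0.000450 to 0.108 at day 3 over 13 alternatives. It was above 0.05 on both days when genes were ranked by log2 fold change, with an NES of 1.35 at day 1 and 1.36 at day 3. Of the 41 genes tested on each day, 20 were higher and 7 lower at day 1, and 23 and 7 at day 3, with the same counts after adjustment over the list alone. The largest rises were those of *Abhd4*, *Plk3*, *Fas*, *Ephx1* and *Dcxr* at day 1 (log2 fold changes from 1.35 to 1.76) and of *Plk3*, *Abhd4*, *Phlda3*, *Ephx1* and *Fas* at day 3 (from 1.32 to 1.82). *Trp53i11* fell most on both days, with log2 fold changes of -1.97 and -1.81, followed by *Notch1* and, at day 1, *Plk2* or, at day 3, *Ak1*.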

Finally, we assessed the impact of p53 inhibition, as p53-related gene sets were also positively enriched in *Mtgr1*^*−/−*^ samples by GSEA (Fig. 4F). As with Z-VAD-FMK, inhibition of p53-dependent apoptosis with pifithrin-α had no effect on *Mtgr1*^*−/−*^ enteroid survival (Fig. 4G) [56]. Thus, inhibition of these cell death mechanisms is insufficient to rescue *Mtgr1*^*−/−*^ enteroid viability, suggesting that altered apoptotic responses are unlikely to be the underlying cause of enteroid failure.

### Proliferation and ISC-associated genes are lost in MTGR1-deficient enteroids

Due to constant cell clearance, actively cycling stem cells and high levels of proliferation are necessary to maintain intestinal cell populations [57]. Thus, rather than aberrant apoptosis, we next hypothesized that the viability defect in *Mtgr1*^*−/−*^ enteroids may instead be due to reduced proliferation and/or depletion of ISCs. To determine cell proliferation, sections from enteroids embedded at day 1 and day 3 post-plating were assessed by Ki67 IHC (Fig. 5A). Although we observed similar numbers of proliferating cells in day 1 enteroids, by day 3, the enteroid cultures established from *Mtgr1*^*−/−*^ mice displayed a drastic, nearly 80% reduction in Ki67+ cells. Cell cycle- and proliferation-associated genes were also highly downregulated in *Mtgr1*^*−/−*^ enteroids by day 3 (Fig. 5B), as well as ISC-associated genes and signaling pathways (Fig. 5C), as determined by GSEA. 

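At day 3, a hand-written list of 71 cell cycle genes had an NES of -3.27 in the libraries labelled *Mtgr1*-/- (adjusted p = 1.88e-21, range 1.37e-34 to 0.0128 over 14 alternatives). All 71 genes had a negative log2 fold change, with a median of -1.001, and 69 of them an adjusted p below 0.05 (limma), the same number as with adjustment over the list. The largest falls were those of *Stmn1*, *Gins2*, *Pola1*, *Hmgb2* and *Chek1*, with log2 fold changes from -1.66 to -1.298. *Mki67* was 15879.8 ± 1052 in WT and 8120.3 ± 1984 in the libraries labelled *Mtgr1*-/- (SD, n = 3). Its log2 fold change was -0.995 (adjusted p = 0.00158, limma), and *Cdk1* fell from 3148 ± 219 to 1595 ± 395 (log2 fold change -1.01, adjusted p = 0.00162).

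The list of 37 intestinal stem cell genes had an NES of -3.21 (adjusted p = 1.68e-18, range 6.61e-19 to 0.000900 over 14 alternatives), a median log2 fold change of -1.83 and 29 of 37 genes lower, also after adjustment over the list. The Wnt target list gave -2.58 (adjusted p = 2.65e-08, range 6.07e-10 to 0.00510 over 14 alternatives), with 18 of 22 tested genes lower in both counts. The mean of each of the 3 lists lay below every WT library in 3 of 3 libraries. *Lgr5* (ENSMUSG00000020140.15, chromosome 10 of GRCm38, 115450311 to 115587780) was 1862 ± 457 in WT and 82.9 ± 19.2 in the libraries labelled *Mtgr1*-/- (SD, n = 3), a log2 fold change of -4.47 (standard error 0.22, adjusted p = 7.02e-06, limma). *Axin2* had a log2 fold change of -3.28 (adjusted p = 2.42e-05), *Ascl2* of -1.97 (adjusted p = 0.000762) and *Myc* of -0.62 (adjusted p = 0.0125). Besides *Lgr5* and *Olfm4*, the largest falls among stem cell genes were those of *Slc14a1*, *Dach1* and *Aqp4* (-5.79, -5.67 and -5.09), and among Wnt targets those of *Tnfrsf19*, *Apcdd1* and *Mmp7* (-3.87, -3.51 and -3.39).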

Interestingly, while numbers of Ki67+ cells were similar between WT and *Mtgr1*^*−/−*^ enteroids at day 1 post-plating, proliferation-, ISC-, and Wnt-associated genes were still significantly downregulated at this early timepoint (Fig. 5D, E, and Supplementary Table S3). 

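In day 1 enteroids, the cell cycle list had an NES of -3.47 (adjusted p = 1.98e-28, range 1.48e-43 to 0.00455 over 14 alternatives). The stem cell list had an NES of -3.09 (adjusted p = 1.62e-16, range 6.80e-18 to 0.000450 over 14 alternatives) and the Wnt target list of -2.67 (adjusted p = 9.11e-10, range 2.16e-10 to 0.00207 over 14 alternatives). In each, 3 of 3 libraries labelled *Mtgr1*-/- lay below every WT library. With the mouse number as a block, the scores were -3.58, -3.15 and -2.72. Of the 71 cell cycle genes, 68 were lower with an adjusted p below 0.05 over all genes and 70 over the list, and none was higher at an unadjusted p below 0.05, since all log2 fold changes were negative. Among the 37 stem cell genes, 29 were lower (30 over the list) and 2 higher, namely *Sp5* and *Vdr*. Among the 22 Wnt targets, 20 were lower and only *Sp5* was higher, in both counts.

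*Lgr5* was 819 ± 94.6 in WT and 77.7 ± 19.6 in the libraries labelled *Mtgr1*-/- (SD, n = 3) at day 1, a log2 fold change of -3.40 (adjusted p = 4.33e-05, limma). *Axin2* was 2503 ± 484 against 259 ± 21.7 (-3.25, adjusted p = 1.81e-05) and *Ascl2* 252 ± 41.7 against 81.5 ± 13.2 (-1.62, adjusted p = 0.000505). The log2 fold change of *Mki67* was -1.12 (adjusted p = 0.00122), that of *Cdk1* -1.15 (adjusted p = 0.000767) and that of *Myc* -0.64 (adjusted p = 0.000734). Further large falls were those of *Gins2*, *Hmgb2*, *Mcm2*, *Stmn1* and *Mcm3* (-1.67 to -1.49), of *Dach1*, *Slc14a1*, *Aqp4* and *Gkn3* (-6.26 to -4.42) and of *Mmp7*, *Tnfrsf19* and *Bambi* (-5.54 to -3.03).

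**Figure D2:**
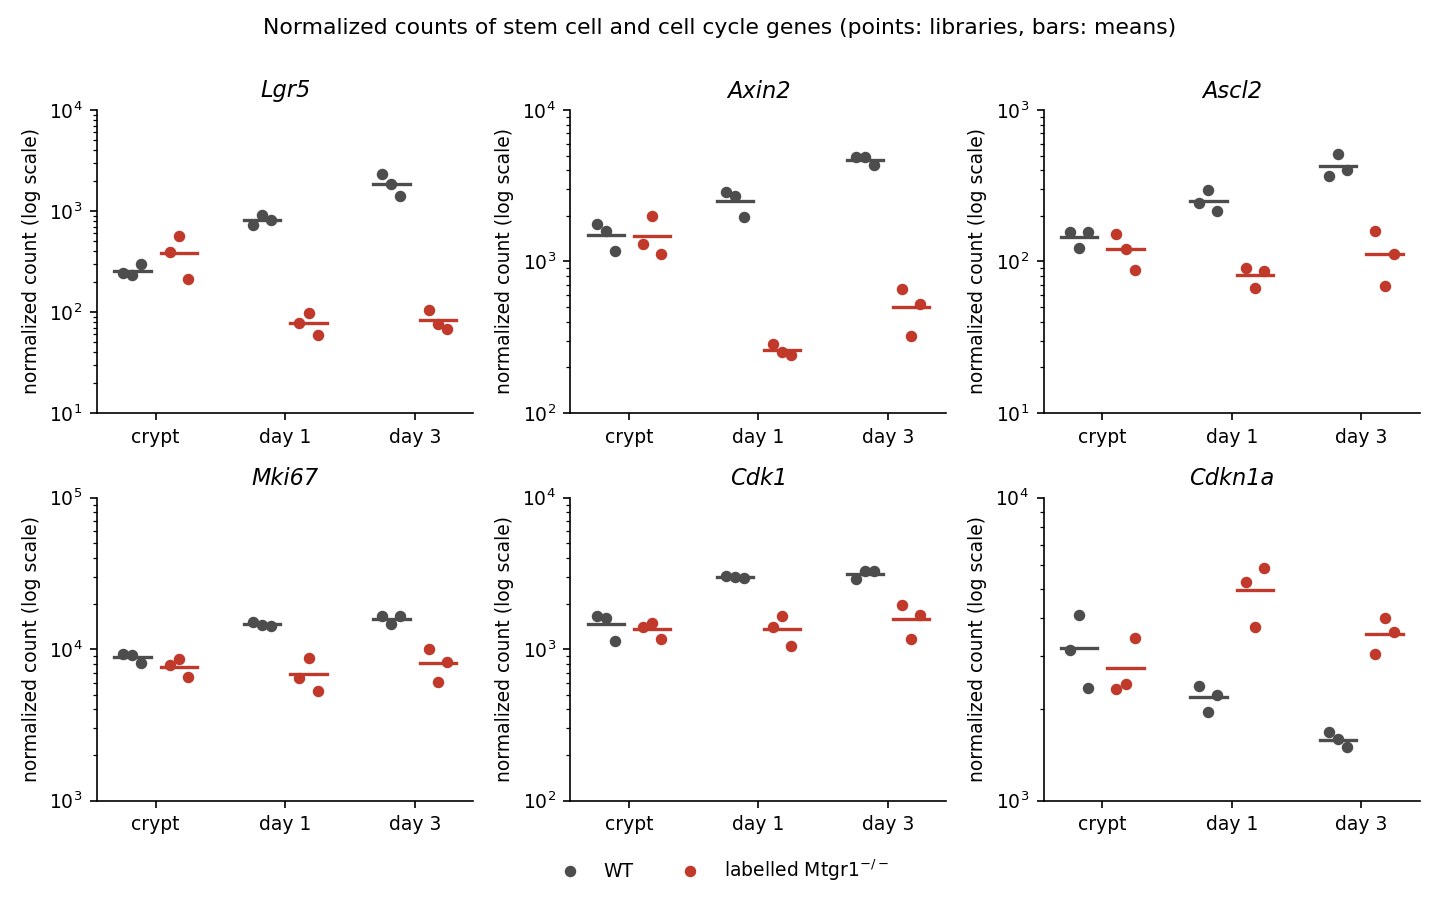
Normalized counts of *Lgr5*, *Axin2*, *Ascl2*, *Mki67*, *Cdk1* and *Cdkn1a* in each library, on log axes, for WT (grey) and for the libraries labelled *Mtgr1*-/- (red), whose *Cbfa2t2* was not lower. Bars are means of 3 libraries, and the groups did not overlap on days 1 and 3 for any of the 6 genes, which holds for 68.1% and 68.8% of all genes tested on those days and for 10% by chance.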

*Mtgr1*^*−/−*^ enteroids, at either day 1 or day 3 post-plating, also demonstrated significant upregulation of the cell cycle inhibitors *Cdkn1a*, *Cdkn1c*, and *Cdkn2b*. These results indicate that viability defects in *Mtgr1*^*−/−*^ enteroids may arise from proliferation defects and the inability to maintain cycling ISC populations ex vivo.

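*Cdkn1a* (ENSMUSG00000023067.14, chromosome 17 of GRCm38, 29090976 to 29100727) was 2196 ± 220.3 in WT and 4958 ± 1082 in the libraries labelled *Mtgr1*-/- (SD, n = 3) at day 1. Its log2 fold change was 1.15 (adjusted p = 0.000961, limma). It was 3549 ± 481 against 1591 ± 90.6 in WT at day 3 (1.15, adjusted p = 0.000103). *Cdkn1c* was the least abundant of the 3, with 209.9 ± 89.9 against 63.8 ± 13.3 at day 1 (1.61, adjusted p = 0.00683) and 177 ± 56.5 against 68.8 ± 16.9 at day 3 (1.33, adjusted p = 0.00370). For *Cdkn2b*, the values were 2821 ± 919.7 against 932 ± 49.9 at day 1 (1.55, adjusted p = 0.000693) and 2146 ± 634 against 653 ± 102 at day 3 (1.68, adjusted p = 0.000412). Each gene was higher in 3 of 3 libraries labelled *Mtgr1*-/- than in every WT library on both days. In crypts, the log2 fold changes were -0.21 for *Cdkn1a* (adjusted p = 0.687), 0.27 for *Cdkn1c* (adjusted p = 0.807) and 0.63 for *Cdkn2b* (adjusted p = 0.232).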

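Whether the genotypes differed more in enteroids than in crypts was tested in 1 limma model of all 18 libraries, with the mouse as a random effect. Between day 1 and crypts, the difference in log2 fold change was -3.90 for *Lgr5* (adjusted p = 0.000151) and -0.91 for *Mki67* (adjusted p = 0.00986), and between day 3 and crypts -4.96 (adjusted p = 5.24e-06) and -0.78 (adjusted p = 0.0277). The change from crypt to enteroid of each of these genes was more negative in 3 of 3 mice labelled *Mtgr1*-/- than in any WT mouse. GSEA on the differences gave an NES of -3.46 for the cell cycle list and -2.88 for the stem cell list at day 1, and of -3.54 and -2.97 at day 3 (largest adjusted p = 2.86e-12). From the fall in Ki67+ cells, the lower expression of proliferation, stem cell and Wnt genes and the rise of cell cycle inhibitors, the paper proposes that failing proliferation and a loss of cycling stem cells ex vivo may underlie the lower viability of the enteroids.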

**Fig. 5:**
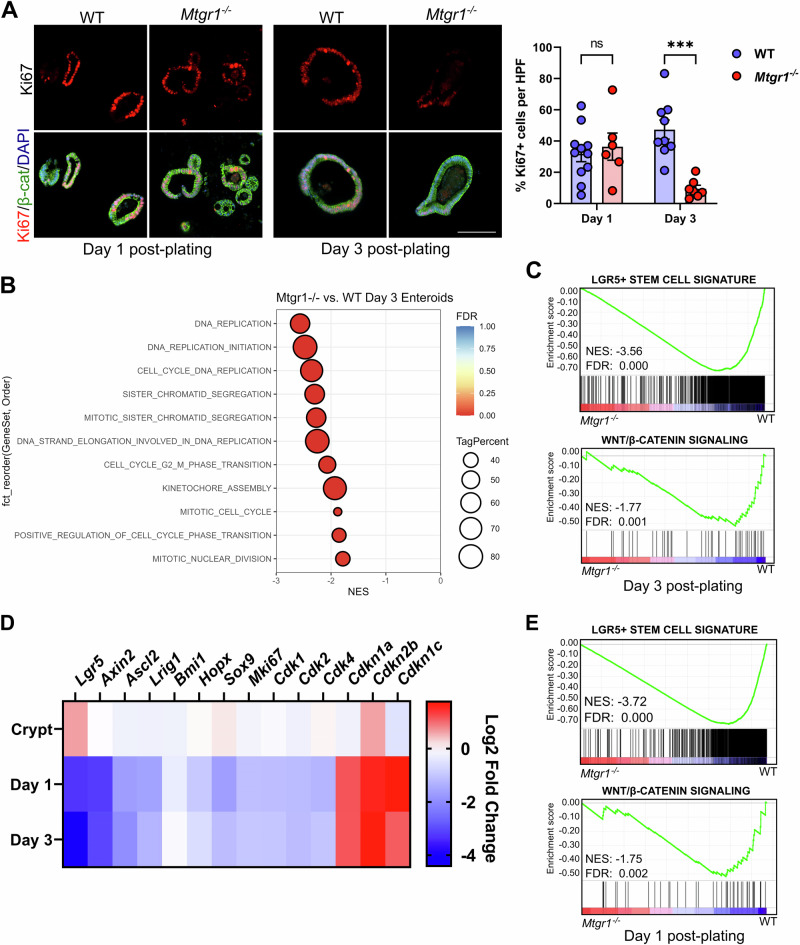
MTGR1 loss decreases proliferation and stem cell-associated gene expression during enteroid maturation. **A** WT and *Mtgr1*^*−/−*^ enteroids were fixed at day 1 and day 3 post-plating and proliferative cells were marked via immunohistochemistry for Ki67 (red). β-catenin (green) and DAPI (blue) were used for co-staining. Quantification shown as percent Ki67-positive cells per high powered field (HPF). Scale bar = 200 µm. n = 11 or 9 WT and 6 or 7 *Mtgr1*^*−/−*^ HFPs per timepoint. **B** Gene set enrichment analysis (GSEA) of day 3 RNA-sequencing results using cell cycle-related gene sets queried from the Gene Ontology collection. NES = normalized enrichment score. Tag % = the percentage of gene hits before (for positive ES) or after (for negative ES) the peak in the running ES, indicating the percentage of genes contributing to the ES. **C** GSEA of day 3 RNA-sequencing results with intestinal stem cell- (top) and Wnt-associated (bottom) gene sets. **D** Heatmap of RNA-sequencing results of stem cell, cyclin dependent kinases, and cyclin-dependent kinase inhibitors from crypt, day 1, and day 3 results. Represented as the Log2 fold change of *Mtgr1*^*−/−*^ results as compared to WT at that timepoint. **E** GSEA of day 1 RNA-sequencing results with intestinal stem cell- (top) and Wnt-associated (bottom) gene sets. ns = nonsignificant, ***P < 0.001, Student’s t test (**A**), significance indicated by FDR q value (**B**, **C**, **E**).

### Terminal differentiation likely drives MTGR1-dependent enteroid loss

After expansion in the TA zone and exit from the intestinal crypt, most ISC-derived cells rapidly undergo differentiation into non-proliferative cell lineages [58]. As cell proliferation and ISC-associated signaling are reduced in *Mtgr1*^*−/−*^ enteroids, we next hypothesized that the loss of enteroid viability may be due to terminal differentiation into non-proliferative cells and the inability to sustain further enteroid growth. First, to more clearly assess the overall differentiation status of WT and *Mtgr1*^*−/−*^ enteroids, we overlaid our bulk RNA-sequencing results with established gene sets associated with specific intestinal cell types [8]. 

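Cell type lists written by hand, in place of the published sets, were tested in day 1 enteroids. The list of 41 enterocyte genes had an NES of 3.03 in the libraries labelled *Mtgr1*-/- (adjusted p = 6.94e-17, range 2.37e-17 to 0.00231 over 13 alternatives), with 39 genes higher and only *Sis* lower (-2.59), also after adjustment over the list. The largest rises were those of *Pck1*, *Xpnpep2*, *Ada*, *Slc15a1* and *Lct* (log2 fold changes 2.96 to 4.96). Goblet genes had an NES of -2.93 (adjusted p = 7.10e-15, range 2.06e-19 to 0.000655 over 13 alternatives), with 20 of 21 tested genes lower and only *Guca2a* higher (1.13), also over the list. *Atoh1* (ENSMUSG00000073043.5, chromosome 6 of GRCm38, 64729125 to 64731245) was 365 ± 10.4 in WT and 17.0 ± 12.9 in the libraries labelled *Mtgr1*-/- (SD, n = 3). This was a log2 fold change of -4.83 (adjusted p = 0.00113, limma), and *Ccl6*, *Ccl9*, *Spink4* and *Spdef* fell further (-5.51 to -5.10). Paneth genes had an NES of -2.46 (adjusted p = 8.07e-07, range 2.02e-19 to 0.0211 over 14 alternatives), with all 20 tested genes lower in both counts and the largest falls in *Defa17*, *Wnt3*, *Defa3*, *Defa38* and *Defa29* (-6.79 to -5.91). Without the defensins, a family of similar genes, the NES was -2.17. Enteroendocrine genes had an NES of -2.85 (adjusted p = 2.28e-12, range 4.44e-19 to 0.000450 over 13 alternatives). Of 30 tested genes, 27 were lower, led by *Gip*, *Sst*, *Neurog3*, *Ghrl* and *Insm1* (-8.04 to -6.28), and *Cpe* (3.99) and *Slc18a1* (1.29) were higher, in both counts. The mean of these 4 lists lay outside the range of the WT libraries in 3 of 3 libraries, and that of the tuft list below it in 3 of 3. Tuft genes had an NES of -1.37 (adjusted p = 0.117, range 0.0251 to 0.579 over 13 alternatives), with 9 genes lower and 2 higher (8 and 1 over the list). *Nrep*, *Kctd12*, *Pou2f3*, *Rgs13* and *Sh2d6* fell most (-1.87 to -1.1998), and *Hpgds* and *Ltc4s* rose (1.21 and 0.90). With the mouse number as a block, the scores were 2.87 for enterocyte, -2.92 for goblet, -2.45 for Paneth, -2.82 for enteroendocrine and -1.39 for tuft genes.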

Here, these data indicate significant enrichment of genes associated with enterocyte populations in day 1 enteroids, and also reflect expected decreases in secretory and ISC-associated genes (Fig. 6A). Likewise, GSEA analysis determined significant enrichment of genes associated with features of absorptive enterocytes, such as the brush border, microvilli, and intestinal absorption at both day 1 (Fig. 6B) and day 3 post-plating (Supplementary Fig. 3). 

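A hand-written list of 26 brush border genes had an NES of 2.56 at day 1 (adjusted p = 5.25e-09, range 8.47e-10 to 0.00382 over 13 alternatives, 2.53 with the mouse number as a block) and 2.42 at day 3 (adjusted p = 6.93e-08, range 3.56e-09 to 0.00455 over 13 alternatives). Its mean was above every WT library in 3 of 3 libraries labelled *Mtgr1*-/- on both days. Of 25 tested genes, 23 were higher at day 1 in both counts, and 22 at day 3 over all genes or 23 over the list, where 1 was lower. *Vil1* (ENSMUSG00000026175.12, chromosome 1 of GRCm38, 74409376 to 74435559), which encodes Villin, was 22081 ± 2714 in WT and 50618 ± 10137 in the libraries labelled *Mtgr1*-/- (SD, n = 3) at day 1. This was a log2 fold change of 1.18 (adjusted p = 0.00106, limma). It was 14230.2 ± 519 against 29612 ± 4299 at day 3 (1.05, adjusted p = 0.000226). The largest rises were those of *Tmigd1*, *Espn*, *Cdhr2*, *Pdzk1* and *Cdhr5* at day 1 (log2 fold changes 1.72 to 2.60) and of *Tmigd1*, *Mal*, *Espn*, *Cdhr2* and *Mall* at day 3 (1.62 to 4.15).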

Next, comparison of the cellular structure of day 1 enteroids was investigated using transmission electron microscopy (TEM), which further illustrates an expansion of the apical cell surface as well as more pronounced and mature microvilli in *Mtgr1*^*−/−*^ enteroids (Fig. 6C). Together with the previous results which show lowered proliferation and Wnt pathway activity, these data indicate rapid differentiation of stem cells into enterocytes in *Mtgr1*^*−/−*^ enteroids. Ultimately, this would preclude further ex vivo culture due to lack of ISCs.

**Fig. 6:**
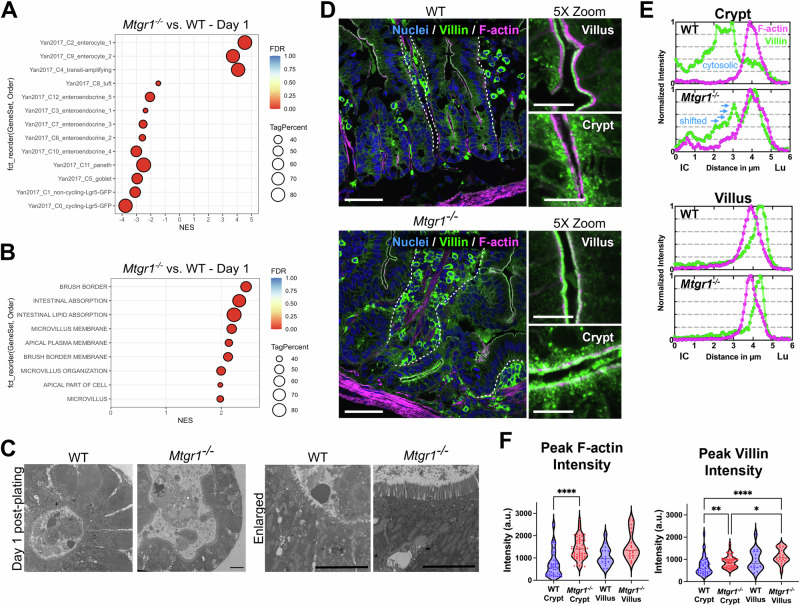
MTGR1 loss promotes absorptive differentiation. **A** Gene set enrichment analysis (GSEA) of *Mtgr1*^*−/−*^ day 1 enteroid RNA-sequencing results using gene sets representing intestinal epithelial cell types. NES = normalized enrichment score. Tag % = the percentage of gene hits before (for positive ES) or after (for negative ES) the peak in the running ES, indicating the percentage of genes contributing to the ES. Significance indicated by FDR q value. **B** GSEA of day 1 *Mtgr1*^*−/−*^ RNA-sequencing results using gene sets representing microvilli and brush border biology queried from the Gene Ontology collection at day 1 post plating. **C** Representative electron microscopy images from WT and *Mtgr1*^*−/−*^ day 1 enteroid samples, n = 2 per genotype. Scale bar = 5 µm. **D** Representative confocal images from WT and *Mtgr1*^*−/−*^ mouse duodenal tissue stained with DRAQ5 (blue, nuclei), Villin (green), and phalloidin (F-actin, magenta). Dotted lines designate basal epithelial border on villi. Enlarged images (5x zoom) highlight crypt and villus surfaces. Main panel scale bars 50 µm, 5× zoom scale bars 10 µm. **E** Representative normalized line scans showing F-actin (magenta) and Villin (green) intensities. Line scans are oriented from intracellular (IC, distance = 0) to the intestinal lumen (Lu). **F** Quantification of peak F-actin intensity (left) and peak Villin intensity (right) on crypt and villus epithelial surfaces. Data represents peak background subtracted intensity from a minimum of 15 line-scans obtained from at least 5 separate crypts/villi and tissue from 3 separate mice. *P < 0.05, **P < 0.01, ****P < 0.0001. Significance indicated by FDR q value (**A**, **B**) or Kruskal–Wallis test (**F**).

We aimed to confirm whether loss of MTGR1 also promotes absorptive differentiation in intestinal crypts, in vivo. As observed in *Mtgr1*^*−/−*^ enteroids, transcriptomic analysis again determined enrichment of enterocyte related gene sets in *Mtgr1*^*−/−*^ duodenal crypts as compared to WT (Supplementary Fig. 4). 

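In crypts, the enterocyte list had an NES of -1.13 in the libraries labelled *Mtgr1*-/- (adjusted p = 0.314, range 0.0380 to 0.881 over 13 alternatives), and of -1.18 with the mouse number as a block (adjusted p = 0.269). Its mean was above every WT library in 1 of 3 libraries and below in 2. Of 41 genes, 24 had a positive log2 fold change and the median was 0.16, while 4 genes were lower and 1 higher with an adjusted p below 0.05 over all genes (8 and 8 over the list). One of the lower genes was *Sis* (ENSMUSG00000027790.14, chromosome 3 of GRCm38, 72888557 to 72967863), which was 207004 ± 14949 in WT and 10272 ± 5462 in the libraries labelled *Mtgr1*-/- (SD, n = 3), with a log2 fold change of -4.51 (adjusted p = 0.00285, limma). Also lower were *Slc2a5* and *Khk* (-1.88 and -1.0996). *Xpnpep2* was higher (1.465, adjusted p = 0.0404). Leaving out library 2 of those labelled *Mtgr1*-/- gave an NES of 1.49 (adjusted p = 0.0380), and the direction was also positive in limma's camera (adjusted p = 0.571) and roast (adjusted p = 0.881). The brush border list had an NES of -0.723 (adjusted p = 0.832, range 0.115 to 0.907 over 13 alternatives), and of -0.664 with the block. It had a positive log2 fold change for 19 of 24 genes, and *Vil1* a log2 fold change of 0.100 (adjusted p = 0.822, limma).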

To visualize brush border differentiation at the crypt-villus transition, we conducted confocal imaging of Villin and F-actin, core components of the intestinal brush border (Fig. 6D) [59]. Villin typically has an apical cytosolic distribution within crypts, then incorporates into forming microvilli while concentrating in the mature brush border during absorptive differentiation [60–62]. Representative line-scans in the crypts of *Mtgr1*^*−/−*^ mice highlight that Villin shifted toward the apical surface with the peak intensity overlapping with the F-actin signal. This difference was not observed in the villi, where F-actin and Villin localization are normal, with peak Villin intensity distal to the peak F-Actin intensity, and lower cytosolic Villin (Fig. 6E). Likewise, greater peak staining intensity was observed for both Villin and F-actin in *Mtgr1*^*−/−*^ crypts as compared to WT (Fig. 6F). Taken together, these results indicate that loss of MTGR1 strongly promotes differentiation into absorptive enterocytes and suggests crypt cells from *Mtgr1*^*−/−*^ mice are more differentiated than WT crypt cells.

### Secretory cells promote the survival of Mtgr1^−/−^ enteroids, but do not fully rescue

We next hypothesized that stabilizing stem cell function and inhibiting this rapid absorptive differentiation would rescue MTGR1-dependent enteroid death. MTGR1 is necessary for the differentiation of multiple secretory lineages (Fig. 2G) [14, 17], and Paneth cells are crucial regulators of ISCs and provide Wnt ligands that maintain ISC stemness and multipotency [63]. Furthermore, crypts from mice lacking Paneth cells cannot form enteroid cultures without Wnt supplementation [63–66]. Therefore, decreased Paneth cells may contribute to the loss of *Mtgr1*^*−/−*^ enteroids via decreased ISC support.

While the majority of enteroids from *Mtgr1*^*−/−*^ mice died by day 5, a small number of surviving enteroids occasionally could be maintained and passaged. Interestingly, in these cultures, Paneth cells could often be distinguished in the crypt base (Fig. 7A), and secretory cell-associated genes were highly expressed, proportionally, via transcriptomic analysis (Fig. 7B). However, while Paneth cells were associated with these surviving *Mtgr1*^*−/−*^ enteroids, passaged *Mtgr1*^*−/−*^ enteroids still displayed striking alterations in morphology: an inability to form enteroid buds (Fig. 7C), little expansion in size over time (Fig. 7D), low proliferation as measured by immunofluorescent IHC against the proliferative marker phospho-histone H3 (pH3, Fig. 7E), and lower levels of ISC-associated signaling (Fig. 7F). Thus, while these Paneth-containing enteroids can survive, they still display growth, morphology, and ISC defects.

**Fig. 7:**
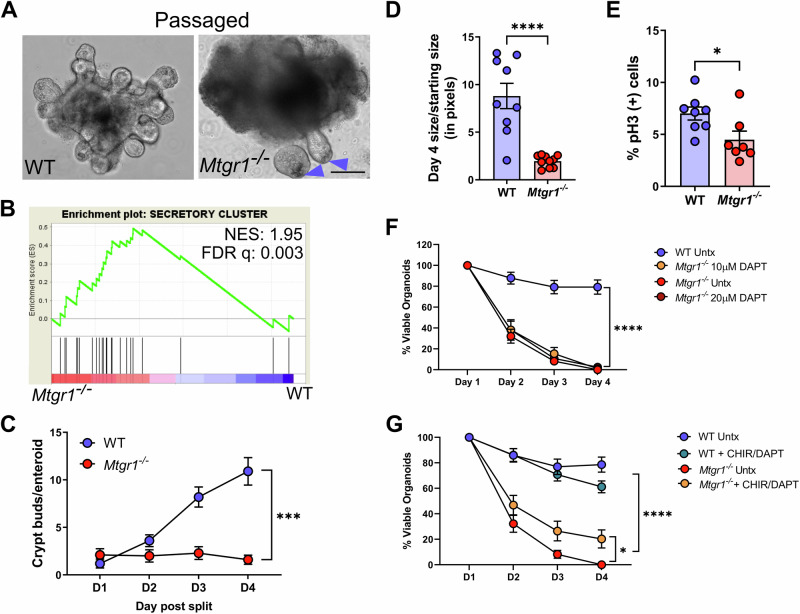
Secretory differentiation promotes, but does not rescue, survival of *Mtgr1* null enteroids. **A** Representative images showing passaged WT enteroids and *Mtgr1*^*−/−*^ enteroids. Passaged WT and *Mtgr1*^*−/−*^ enteroids both had discernable Paneth cells in the crypt base (arrows). Scale bar = 200 µm. **B** Gene set enrichment analysis (GSEA) of passaged *Mtgr1*^*−/−*^ enteroids against secretory cell associated genes. NES normalized enrichment score. Significance indicated by FDR q value. **C** Quantification of crypt buds per passaged enteroid post-split, n = 10 enteroids per genotype. **D** Passaged enteroids were imaged at day 1 and day 4 post-passage and enteroid area measured via ImageJ. Change in size was calculated by dividing day 4 measurements by those taken at day 1. n = 10 enteroids per genotype. **E** Passaged *Mtgr1*^*−/−*^ enteroids were fixed and stained with phospho-histone H3 (pH3) to mark proliferative cells. Quantification shown as percent pH3-positive cells per high powered field (HPF). n = 8 WT and 7 *Mtgr1*^*−/−*^ HPFs. **F** Enteroids were plated and overlaid with media containing indicated concentrations of the gamma secretase inhibitor, DAPT. Enteroids were counted daily and normalized to day 1 numbers. n = 7 WT and 8 *Mtgr1*^*−/−*^ wells per condition. **G** WT and *Mtgr1*^*−/−*^ enteroids were plated and supplemented with 3 µM of CHIR-99021 (CHIR) and 10 µM DAPT. Enteroids were counted daily and normalized to day 1 numbers. n = 8 wells per condition. Enteroid numbers were assessed daily and normalized to day 1 results. *P < 0.05, ***P < 0.001, ****P < 0.0001, significance indicated by FDR q value (**B**), two-way ANOVA (**C**, **F**, **G**), and Student’s t test (**D**, **E**).

We next employed various combinations of small molecules in an attempt to more widely promote secretory cell differentiation and survival of *Mtgr1*^*−/−*^ ISCs. First, we utilized DAPT, a γ-secretase inhibitor that increased secretory cell numbers ex vivo at the expense of absorptive lineages [17]. However, γ-secretase inhibitor treatment failed to rescue *Mtgr1*^*−/−*^ enteroid growth ex vivo (Fig. 7G), even when treatment was begun in vivo prior to and continuing through enteroid establishment (data not shown). Next, we combined DAPT with the Wnt pathway agonist, CHIR 99021, as this combination should greatly promote Paneth cell differentiation [67]. These studies revealed only a modest increase in enteroid survival (Fig. 7H). Paneth cell-deficient enteroids can be rescued by co-culture with intestinal stroma or WT enteroids; however, these co-culture strategies likewise failed to rescue *Mtgr1*^*−/−*^ enteroid survival (Supplementary Fig. 5) [64–66]. Taken together, these results suggest that the function of secretory lineage cells, alone, cannot rescue *Mtgr1* deficient enteroid survival.

### Defective Mtgr1^−/−^ ISCs require hyper Wnt stimulation

As growth and differentiation defects could not be rescued by any mechanism tested thus far, we next hypothesized that MTGR1-dependent changes in ISCs may ultimately be responsible for the failure of *Mtgr1*^*−/−*^ enteroids to expand ex vivo, despite the increase in *Lgr5+* cells and initial greater enteroid establishment. Therefore, we specifically investigated transcriptomic changes in ISC cells as identified by scRNA-sequencing. Surprisingly, *Lgr5* was noted to be reduced on a per cell basis, as were *Hopx* and *Olfm4* (Fig. 8A and Supplementary Fig. 6). GSEA revealed enrichment of genes involved in Wnt signaling in WT crypts (Fig. 8B and Supplementary Fig. 7). *Mtgr1*^*−/−*^ ISCs, on the other hand, were highly enriched in transcripts associated with oxidative phosphorylation, a shift to which is associated with ISC differentiation and absorptive intestinal cells [68, 69] (Fig. 8C and Supplementary Fig. 7). Thus, it seems likely that *Mtgr1*^*−/−*^ ISCs are inherently functionally deficient and increased total numbers *Lgr5*+ cells are necessary to maintain intestinal homeostasis.

**Fig. 8:**
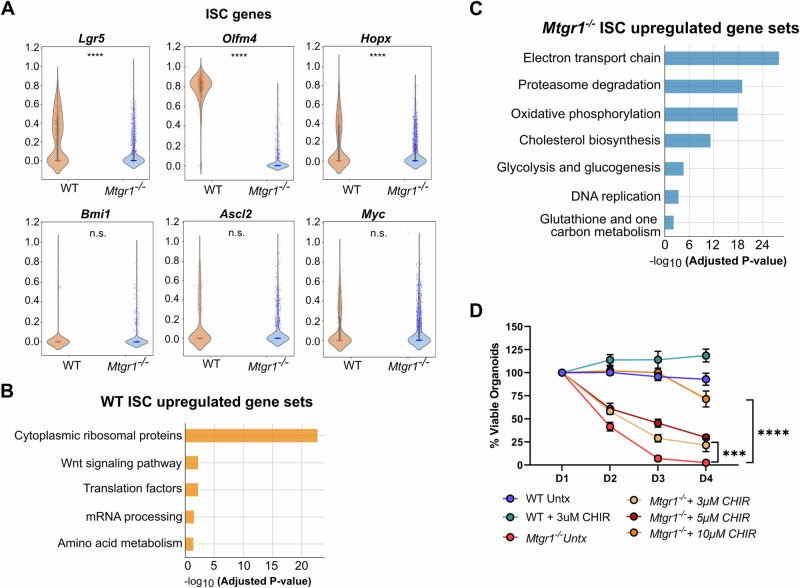
Deficient *Mtgr1*^*−/−*^ ISCs can be rescued by high Wnt stimulation. **A** ISC cells identified by scRNA-seq were queried for expression of ISC associated genes. **B** ISC-specific transcriptomic signatures were assessed by GSEA using the WikiPathways_2019_Mouse collection. Subset of statistically significant gene sets/pathways shown here (all significant pathways shown in Supplementary Fig. 7) for WT and (**C**) *Mtgr1*^*−/−*^ ISCs. **D** WT and *Mtgr1*^*−/−*^ enteroids were plated with the indicated amounts of CHIR. Enteroid numbers were assessed daily and normalized to day 1 results. n = 7 WT and 10 *Mtgr1*^*−/−*^ control samples, 4 samples for all other genotypes/conditions. ***P < 0.001, ****P < 0.0001, Mann–Whitney Wilcoxon test (**A**), significance indicated by FDR q value (**B**, **C**), or two-way ANOVA (**D**).

Finally, we investigated whether Wnt pathway activation alone was sufficient to maintain *Mtgr1*^*−/−*^ ISCs. CHIR 99021 treatment at a concentration sufficient to promote WT ISCs and compensate for Paneth cell loss (3 µM) only had a modest effect on *Mtgr1*^*−/−*^ enteroid survival (Fig. 8D) [70]. However, enteroid failure could finally be overcome by increasing the concentration of CHIR 99021 to 10 µM, which sustained long-term survival and growth of *Mtgr1*^*−/−*^ ISCs ex vivo (Fig. 8D). Altogether, these results indicate that while MTGR1 loss expands *Lgr5* + ISC populations, *Lgr5* transcripts are reduced on a per cell basis, and that MTGR1 is necessary for maintaining ISC function in the small intestine.

## Discussion

In this study, we establish that MTGR1 promotes absorptive differentiation and is required for the proper function of ISCs. While MTGR1 loss led to increased proliferation and *Lgr5+* stem cell numbers, our data indicate that individual *Mtgr1*^*−/−*^ ISCs, themselves, had reduced levels of ISC-associated gene pathways and were unable to sustain ex vivo culture. Indeed, survival of *Mtgr1*^*−/−*^ enteroids was only possible through inducing high Wnt pathway activity, indicating that strong stem cell-promoting signals are necessary to correct cell-intrinsic defects of *Mtgr1* deficiency.

MTGR1 belongs to the Myeloid Translocation Gene family, which have been widely implicated in stem cell maintenance and lineage commitment in the hematopoietic system and beyond [12, 15, 71]. In the homeostatic intestine, *Mtg16*^*−/−*^ and *Mtgr1*^*−/−*^ mice both display increased proliferation and altered secretory lineage allocation [14, 15, 17, 21, 47, 71]. However, while the MTG family members share significant sequence homology and generally similar phenotypes, our data highlights their diverse effects in the gut, particularly in specific cell types. For example, while loss of MTGR1 depleted nearly all intestinal secretory cells, loss of MTG16 appeared to regulate more subtle cell fate decisions between goblet cells and EECs in the colon [21]. Meanwhile, it has recently been reported that MTG16 and MTG8 are both enriched in +4/+5 cells, where they repress ISC-specific genes to control exit from the stem cell niche [15]. On the other hand, enrichment of MTGR1 was not observed in fully undifferentiated ISC populations. Indeed, unlike the results described herein from *Mtgr1*^*−/−*^ crypts, neither loss of *Mtg8* nor *Mtg16* was incompatible with enteroid culture and ISC maintenance ex vivo [15, 71, 72]. Nor could MTG8 or MTG16 functionally compensate for MTGR1 loss, despite the ability of these proteins to form functional heterotetromers [73, 74]. Thus, our data suggests *Mtgr1* is uniquely required among its family members to maintain small intestinal ISC function.

Previous studies have also suggested a role for MTGR1 in ISC biology. Studies to date have implicated MTGR1 in two transcriptional networks known as key regulators of ISC identity and function: Wnt and Notch [3]. Indeed, our previous research has determined that MTGR1 can compete with β-catenin for TCF4 occupancy and, in doing so, suppresses Wnt transcriptional targets in cell lines [18]. MTGR1 can also suppress Notch targets via interactions with CSL, a key Notch effector [17]. Yet despite the ability of MTGR1 to repress ISC-related signaling pathways, which one may expect to augment ISC fitness upon MTGR1 loss, we instead noted that MTGR1 deficiency clearly abrogated ISC function. Thus, further investigation of the function of MTGR1 in ISC-related signaling cascades and identification of bona-fide MTGR1 genomic targets, using methodology such as CUT&RUN and ATAC-seq, will be critical in furthering our understanding of how MTGR1 contributes to crypt and intestinal biology.

Taken together, our data indicates that the failure of *Mtgr1*^*−/−*^ enteroids is a stem-cell intrinsic defect based on decreased ISC-gene expression signatures and a potential shift in cellular respiration to differentiation-associated oxidative phosphorylation. This is further supported by the lack of rescue by Paneth cells alone, instead requiring hyper-activation of ISC-associated signaling to mediate enteroid rescue [68, 69]. However, despite the striking loss of *Mtgr1* null enteroids ex vivo, *Mtgr1*^*−/−*^ ISCs survive in vivo and their intestinal crypts even displayed higher levels of proliferation than WT crypts [14, 17]. It is worth noting that, despite the ISC-intrinsic changes outlined here, this difference in survival may also be due to compensatory signals in the intestinal microenvironment that are lost upon ex vivo culture. As a Wnt producing population, we hypothesized that intestinal stromal cells may be providing these signals [75]; however, co-culture with cultured stroma did not rescue *Mtgr1*^*−/−*^ enteroids, and secretions from *Mtgr1* null fibroblasts stimulate even less Wnt activity than those from WT mice. Further studies are necessary to delineate MTGR1-driven changes to the intestinal microenvironment and how these changes impact ISC biology, particularly as MTGR1 is expressed in multiple intestinal cell types.

It is also notable that the failure and decreased fitness of *Mtgr1*^*−/−*^ enteroid cultures may be representative of defective ISC responses in the setting of intestinal injury. In vivo, *Mtgr1*^*−/−*^ mice are more sensitive to DSS-induced colitis, which demonstrated reduced epithelial proliferation and failed regeneration [16]. MTGR1 likewise appears to be required for the survival of azoxymethane (AOM)-mutated cells in the setting of AOM/DSS-induced inflammatory tumorigenesis; however, clearance of initiated cells was not observed when tumors were initiated via strong Wnt pathway activation (i.e., A*pc*^*1638*^) [76, 77]. Furthermore, perhaps due to chronically deficient *Lgr5* + ISCs, *Mtgr1* null epithelia epithelium appeared to display baseline activation of injury responses. While many CBC and “reserve” ISC markers were decreased or unchanged in *Mtgr1*^*−/−*^ ISCs, expression of *Clusterin* was greatly increased in *Mgr1*^*−/−*^ ISCs, crypts, and enteroids (Supplementary Fig. 8). This facultative “revival stem cell” is induced by a variety of intestinal injuries, including loss of *Lgr5*+ cells [5]. 

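*Clu* (ENSMUSG00000022037.15, chromosome 14 of GRCm38, 65968483 to 65981547) was 15.7 ± 12.0 in WT and 94.5 ± 40.8 in the libraries labelled *Mtgr1*-/- (SD, n = 3) in crypts. This was a log2 fold change of 2.92 (adjusted p = 0.117, limma, range 0.0704 to 0.257 over 10 alternatives), with 3 of 3 libraries above every WT library. The authors' deposited table lists *Clu* in crypts with a log2 fold change of 2.60 and an adjusted p of 0.0106. In enteroids, *Clu* was 1007 ± 229 against 6408 ± 3104 at day 1 (2.54, adjusted p = 0.00133) and 1184 ± 236 against 23575 ± 6449 at day 3 (4.30, adjusted p = 7.02e-06), again with no overlap. A hand-written list of 27 revival and injury-associated genes, *Clu* included, had an NES of 1.17 in crypts (adjusted p = 0.286, range 0.0331 to 0.431 over 13 alternatives). It had an NES of 1.95 at day 1 (adjusted p = 0.00197, range 0.000117 to 0.0282 over 13 alternatives) and 2.63 at day 3 (adjusted p = 8.56e-12, range 3.27e-14 to 0.000655 over 13 alternatives). Its mean lay above every WT library in 2, 3 and 3 of 3 libraries. Blocked on the mouse number, the scores were 1.05 in crypts and 1.94 at day 1. After quantile normalization, the crypt NES was 1.59 (adjusted p = 0.0331). In crypts, *Ajuba* was higher (1.62) and *Anxa3* lower (-1.64) over all genes, and 4 genes were higher and 2 lower over the list. At day 1, 15 of 23 tested genes were higher and only *Anxa10* was lower (-0.78), and at day 3 all 26 were higher, in both counts. After *Clu*, *Il1rn*, *Anxa5*, *Ccn2* and *Msln* rose most at day 1 (1.78 to 2.27) and, beside it, *Il1rn*, *Anxa1*, *Msln* and *Ccn2* at day 3 (3.66 to 4.33).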

Taken together, it is tempting to speculate that lower overall ISC function induces mild, chronic intestinal injury, and further intestinal injury or ISC perturbation likely overwhelms *Mtgr1* null stem cell faculty.

In conclusion, our studies more fully elucidate the functional contributions of MTGR1 to small intestinal homeostasis and have identified a novel role for MTGR1 in maintaining *Lgr5* + ISC function. While loss of MTGR1 increased *Lgr5* expression and total LGR5+ cell numbers, *Mtgr1*^*−/−*^ ISCs displayed widespread dysregulation of ISC programs and were functionally deficient as compared to WT ISCs, leading to failure of enteroid cultures. Instead, *Mtgr1*^*−/−*^ ISCs lost their proliferative capacity and underwent rapid aberrant differentiation into absorptive enterocytes. Together, these findings indicate that MTGR1 is required for stem cell function in the intestinal epithelium.

### Supplementary information

Supplemental Text

Supplement Figures

Video S1

Video S2

## Data Availability

Raw and processed data for sequencing studies are available from NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE270545 (scRNA-seq) and GSE270546 (bulk RNA-seq). All other data is available from the authors upon request.

# Supplementary material for: MTGR1 is required to maintain small intestinal stem cell populations
**Source:** Cell Death Differ. 2024 Jul 25;31(9):1170–83. doi: 10.1038/s41418-024-01346-x
**Supplement:** Supplementary file 1 — Supplemental Text

**Supplemental and Extended Methods**

*Enteroid culture*

3D small intestinal organoids, or enteroids, were established from duodenal crypts isolated from 8-12-week old WT and *Mtgr1^-/-^* mice as previously described ((1, 2)). Duodenal crypts were counted and equal numbers plated in growth factor reduced Matrigel® (Corning) and overlaid with “ENR” mini-gut culture media. (Advanced Dulbecco’s modified Eagle’s medium–F-12 [Gibco], 100 U/ml penicillin, 100μg/ml streptomycin, 1X N2 [Gibco], 1X B27 [Gibco], 1X Glutamax [Gibco], 1mM HEPES [Gibco], 20% R-spondin conditioned media [generated from R-spondin-expressing cells generously provided by Dr. Jeff Whitsett, Cincinnati Children’s Hospital], 10% Noggin conditioned media [generated from Noggin-expressing cells generously provided by Dr. G.R. van den Brink, described in (3)], and 50ng/ml EGF [R&D Systems]). Media at plating was supplemented as noted in the text with various inhibitors, described in **Supplemental Table S1**.

*Live cell imaging*

Crypts were plated according to standard protocols and immediately placed in the incubation chamber of the EVOS® FL Auto Cell Imaging System. Enteroids were imaged every 15 minutes over 5 days with periodic location updates to maintain image focus.

*Single cell RNA-sequencing*

*Data collection*

Tissues from mouse jejunum and ileum were used to generate single-cell RNA-seq data, following a methodology similar to previous studies ((4, 5)). In brief, mouse tissues were incubated in a chelating buffer composed of 20mM HEPES and 3mM EDTA in DPBS for 1.25hrs. Tissue was then transferred to 10ml of PBS and shook vigorously for 2-3 minutes to liberate crypts, which were then passed through a 70µm filter and washed by centrifugation at 300*g* for 5 minutes and resuspension in PBS. Isolated crypts were pelleted and resuspended in a solution of cold active protease (5 mg/ml Protease from *Bacillus licheniformis* and 2.5 mg/mL Dnase in PBS) and incubated for 25 minutes at 4°C. Following this, the tissues were gently pipetted 10-20 times to obtain single cells and passed through a 70µm filter into a clean tube. Isolated cells were pelleted by centrifugation at 700g for 5 min and washed in PBS containing 0.02% BSA three times before final resuspension in PBS containing 15% Optiprep and filtered using a 40µm flowmi filter. The resulting cell suspensions underwent filtration, washing, and quality inspection before being loaded onto inDrops for microfluidic capture. The inDrops scRNA-seq procedure was carried out according to a modified protocol (6, 7).

For duodenal samples, mouse tissues were incubated in a chelating buffer composed of 20mM HEPES and 3mM EDTA in DPBS for 1.25hrs. Tissue was then transferred to 10ml of PBS and shook vigorously for 2-3 minutes to liberate crypts, which were then passed through a 70µm filter and washed by centrifugation at 300g for 5 minutes and resuspension in PBS. Isolated crypts were pelleted and resuspended in a solution of cold active protease (5 mg/ml Protease from *Bacillus licheniformis* and 2.5 mg/mL Dnase in PBS) and incubated for 25 minutes at 4°C. Following this, the tissues were gently pipetted 10-20 times to obtain single cells and passed through a 70µm filter into a clean tube. Isolated cells were pelleted by centrifugation at 700g for 5 min and washed in PBS containing 0.02% BSA. Cells were further washed 2 additional times and encapsulated using reagents and consumables in the PIPseq T2 kit (targeting capture of ~2,000 cells) version 4.5 from Fluent Biosciences. For all studies, single-cell libraries were prepared for sequencing as detailed in previous documentation (8, 9). These libraries, each containing an estimated 2000-3000 cell transcriptomes, were then sequenced on the Novaseq6000 platform, generating approximately 125 million reads per library.

*Single cell RNA-sequencing data analysis*

*Data processing*

Data quality was evaluated using ambiQuant (7); data were then filtered using dropkick (10) and further processed according to an established pipeline (11). Briefly, raw scRNA-seq counts were normalized by median library size, log-like transformed with arcsinh, and z-score standardized per gene followed by dimensional reduction and UMAP visualization using Python packages scanpy (12), pandas (13) and numpy (14). Relevant code is available at https://github.com/Ken-Lau-Lab.

*Gene marker and signature comparison*

To compare individual gene and gene signature expression between the wild-type and *Mtgr1* null groups, the two treatment groups underwent random sub-sampling to keep the same number of total cells in each group. Cells of type of interest were extracted, and arcsinh-transformed counts were used for down-stream processes. For individual markers, counts were scaled to the range between 0 and 1. For gene signatures, signature scores were computed using the scanpy.tl.score_genes() function (12)  with a list of genes of interest on arcsinh-transformed counts. Two-sided Mann-Whitney Wilconxon test were performed to evaluate statistical significance with the statannotations Python package (15).

*Cell type composition comparison*

Number of cells for each cell type from the sub-sampled dataset were counted, and their percentage values within each sample were used for a two sample T-test between the wild-type and *Mtgr1* null groups.

*Gene set enrichment analysis*

Differential genes between the wild-type and *Mtgr1* null samples’ stem cell population were computed with the scanpy.tl.rank_genes_groups() function (12) on arcsinh-transformed counts. Differential genes with adjusted p-values <0.05 and log-fold changes >0 were selected as upregulated genes for each treatment group. Enriched pathways were computed with the upregulated gene list using the gseapy.enrichr() function (16) with gene sets in the WikiPathways_2019_Mouse library.

*Transmission electron microscopy*

Specimens were processed for transmission electron microscopy (TEM) and imaged in the Vanderbilt Cell Imaging Shared Resource: Research Electron Microscopy facility according to their established methods. Briefly, enteroid-containing Matrigel plugs were fixed in 2.5% glutaraldehyde in 0.1M cacodylate buffer, pH7.4 at room temperature (RT) for 1 hour, then transferred to 4°C overnight. The samples were washed in 0.1M cacodylate buffer, incubated for 1 hour in 1% osmium tetraoxide at RT, and washed with 0.1M cacodylate buffer. The samples were then dehydrated through a graded ethanol series followed by 3 exchanges of 100% ethanol. Next, the samples were incubated for 5 minutes in 100% ethanol and propylene oxide (PO) followed by 2 exchanges of pure PO. Samples were then infiltrated with 25% Epon 812 resin and 75% PO for 30 minutes at RT. Next, they were infiltrated with Epon 812 resin and PO [1:1] for 1 hour at RT, then overnight at RT. The next day, the samples went through a [3:1] (resin: PO) exchange for 3–4 hours and were incubated with pure epoxy resin overnight. Samples were then incubated in 2 more changes of pure epoxy resin and allowed to polymerize at 60°C for 48 hours.

500–1000 nm-thick sections were cut for ultra-structure identification. Then, 70–80 nm ultra-thin sections were cut from the region of interest, collected on 300-mesh copper grids, and post-stained with 2% uranyl acetate followed by Reynold’s lead citrate. Samples were subsequently imaged on the Philips/FEI Tecnai T12 electron microscope.

*Lgr5+ Isolation and FACS Analysis*

Flow cytometry was performed as previously described (17). Notably, 10 μM ROCK inhibitor (Y-27632) (#12-541-0, Fisher Scientific) was added to all buffers and solutions to maximize cell viability. Briefly, duodena were harvested from *Mtgr1^+/+^* (WT) *Lgr5*-GFP, and *Mtgr1^-/-^ Lgr5*-GFP, and WT (*Lgr5*-GFP-negative, necessary for compensation controls) mice, splayed longitudinally on glass plates on ice, rinsed in ice-cold PBS without calcium or magnesium, and transferred to 50 mL conical tubes containing 15 mL ice-cold epithelial dissociation buffer (3 mM EDTA in PBS without calcium or magnesium). Duodena were incubated in epithelial dissociation buffer with nutation for 15 min at 4 °C, removed from the conical tubes, placed on glass plates on ice, and splayed flat with the luminal epithelial side down (facing the glass). The serosal side was carefully scraped down and back 2x using a pipette tip placed parallel to the tissue to remove villi. Duodena were then minced and incubated in fresh ice-cold epithelial dissociation buffer with nutation for 30 min at 4 °C. Tissue fragments were transferred to 50 mL conical tubes containing 10 mL ice-cold PBS without calcium or magnesium and subjected to 2 min gentle shaking to free crypts. Tissue fragments were allowed to settle, and supernatants were transferred to new tubes and centrifuged at 500 *x g*, 4 °C for 5 min to collect crypts.

Crypt pellets were resuspended in 10 mL pre-warmed Hanks’ Balanced Salt Solution (HBSS) containing 0.3 U/mL dispase (#17105-041, Invitrogen), and 0.1 mg/mL Deoxyribonuclease (DNase) I from bovine pancreas (#DN25-100MG, Sigma-Aldrich) and transferred to new 50 mL conical tubes. Tubes were incubated in a 37 °C bead bath with vigorous shaking every 1-2 min for 30 s up to a total of 10 min. 15-μL aliquots were examined by brightfield microscopy after each shaking cycle. When most crypt epithelial cells had dissociated into singlets or doublets, digestion was halted by filtering the epithelial cell suspension through a 40-μm cell strainer (#352340, Corning) into 10 mL ice-cold PBS with calcium and magnesium containing 10% FBS. Epithelial cells were centrifuged at 500 *x g*, 4 °C for 5 min and washed 3x with 15 mL ice-cold PBS with calcium and magnesium. Cells were counted prior to the final wash. Following the final wash, pelleted cells were resuspended in IntestiCult Organoid Growth Medium (Mouse) (#06005, Stem Cell Technologies) supplemented with 10 μM Y-27632. 1x10^5^ cells were removed for each gating control (Unstained, PI-only, and Annexin V only controls from WT L- cells; GFP-only control from WT L+ cells). If necessary, samples were diluted to a density of 5x10^6^ cells/mL using additional media. Controls and samples were then stained with 1:100 APC Annexin V (#640919 BioLegend) and 1:4000 propidium iodide (PI) (#281487-000, Invitrogen) as appropriate immediately prior to FACS. Samples were FACS-sorted for live, single *Lgr5*-GFPHigh and *Lgr5*-GFPLow cells using the Vanderbilt Flow Cytometry Shared Resource.

*Stromal isolation and co-culture*

Intestinal stromal cells were isolated and cultured from minced intestinal stroma of either WT or *Mtgr1^-/-^* mice according to published methods(18). Briefly, duodenal tissues were minced and crypts were isolated according to standard enteroid culture pipelines. After crypt isolation, tissue fragments were vigorously pipetted and washed to remove remaining epithelial cells. Tissues were next digested for 3 hours at 37^o^ in media containing 1mg/ml Collagenase IV (Sigma) and 1mg/ml Dispase (Roche). After incubation, tissue fragments were pipetted again, strained through a 70um cell strainer, washed, pelleted, and plated in RPMI media (Gibco) containing 10% FBS, 1% Pen/Strep, and 1% Glutamax to generate cultured stroma. Cells were refed after 2 days.

After 5 days, stromal cells were collected and plated with intestinal enteroids at a ratio of 300 crypts to 1.5x10^3^ stromal cells. Viable enteroids were counted daily and normalized to day 1 values, and WT enteroids were further assessed for cystic structures associated with increased Wnt activity (19). Stromal cell conditioned media was also collected and cultured with HEK293 cells expressing the TCF/LEF “Super TOPFlash” reporter construct (20). To detect Wnt-dependent luciferase, cells were lysed in 1× Glo Lysis Buffer (E2661, Promega), and lysates were mixed 1:1 with Steady-Glo luciferase reagent (E2510, Promega) or CellTiter-Glo luminescent cell viability reagent (G7570, Promega) as we have done previously (21). Luminescence was measured with a GloMax Discover microplate reader (Promega), and Steady-Glo readings were normalized to CellTiter-Glo readings to account for any changes in cell viability.

*Rosa^mT/mG^ enteroid isolation and co-culture*

*ROSA^mT/mG^* mice were purchased from The Jackson Laboratory (#007676) and used to establish breeding colonies (22). At 6-8 weeks old, duodenum were collected from *ROSA^mT/mG^* mice and used to establish enteroids. Enteroids were established from *Rosa^mT/mG^* mice, split, and cocultured with an equal number of WT or *Mtgr1^-/-^* crypts. Viable tomato negative enteroids were counted daily and normalized to day 1 values.

**Supplemental Figure Legends**

**Supplemental Figure 1.** **Supplemental scRNA-sequencing.** **(A)** UMAP showing per sample results of Figure 1 scRNA-sequencing experiment (ileum). **(B)** Additional scRNA-sequencing experiment with UMAPs showing cell type, *Mtgr1* (*Cbfa2t2*) expression, and sample distribution in the mouse jejunum.

**Supplemental Figure 2. scRNA-sequencing of WT and *Mtgr1^-/-^* intestine.** **(A)** UMAP of per sample results of Figure 2 scRNA-sequencing experiments from WT and **(B)** *Mtgr1^-/-^* duodenal samples. n=3 WT and 2 *Mtgr1^-/-^* mice. ABS: absorptive, EE: enteroendocrine, GOB: goblet, PAN: Paneth, RevSTM: revival stem, STM: stem, TAC: transit amplifying cell. TUF: tuft.

**Supplemental Figure 3. Changes in cell type distribution and enterocyte differentiation in day 3 *Mtgr1^-/-^* enteroids.** Gene set enrichment analysis (GSEA) of *Mtgr1^-/-^* day 3 enteroid RNA-sequencing results using gene sets representing **(A)** intestinal epithelial cell types and **(B)** microvilli and brush border biology queried from the Gene Ontology collection. NES = normalized enrichment score. Tag % = the percentage of gene hits before (for positive ES) or after (for negative ES) the peak in the running ES, indicating the percentage of genes contributing to the ES. Significance indicated by FDR q value.

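At day 3, the hand-written enterocyte list had an NES of 2.75 in the libraries labelled *Mtgr1*-/- (adjusted p = 5.93e-14, range 4.32e-15 to 0.00336 over 13 alternatives), with 38 of 41 genes higher over all genes and 39 over the list. *Pck1*, *Ada*, *Xpnpep2*, *Krt20* and *Slc15a1* rose most (log2 fold changes 2.61 to 3.63). The goblet list had an NES of -2.59 (adjusted p = 1.96e-08, range 7.35e-11 to 0.000450 over 13 alternatives) and the Paneth list of -2.55 (adjusted p = 5.11e-08, range 1.04e-18 to 0.00666 over 14 alternatives). The enteroendocrine list had an NES of -2.91 (adjusted p = 2.28e-12, range 1.17e-18 to 0.000450 over 13 alternatives). Of the genes tested, 20 of 21 goblet, 21 of 21 Paneth and 29 of 31 enteroendocrine genes were lower in both counts. They were led by *Spink4*, *Ccl9*, *Atoh1*, *Spdef* and *Tpsg1* (-5.03 to -3.95), by *Defa20*, *Lyz1*, *Defa17*, *Mptx1* and *Defa24* (-5.77 to -4.98) and by *Gip*, *Sst*, *Ghrl*, *Rfx6* and *Gcg* (-7.28 to -5.68). *Guca2a* (1.91), *Cpe* (2.62) and *Slc18a1* (1.19) were higher. Each of these 4 list means lay outside the WT range in 3 of 3 libraries, and that of the tuft list below it in 3 of 3. The tuft list had an NES of -1.25 (adjusted p = 0.199, range 0.0250 to 0.584 over 13 alternatives). It had 10 genes lower, led by *Nrep*, *Pou2f3*, *Kctd12*, *Bmx* and *Rgs13* (-1.94 to -1.11), and 3 higher, namely *Hpgds*, *Ltc4s* and *Ptpn6* (0.54 to 1.97). *Lyz2*, a lysozyme gene, was 12.6 ± 12.8 in WT and 223 ± 358 in the libraries labelled *Mtgr1*-/- (SD, n = 3), with one of the libraries labelled *Mtgr1*-/- at 637 and the other 5 libraries at most at 27.8 (adjusted p = 0.210, limma).

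**Figure D3:**
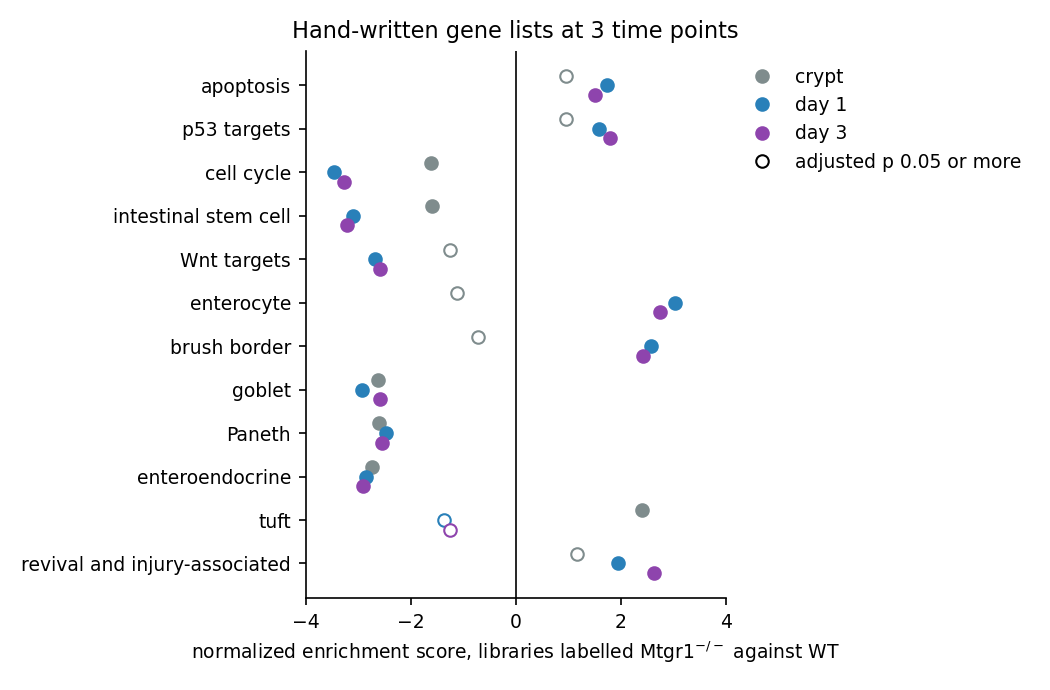
Normalized enrichment score of each of the 12 hand-written lists (vertical axis) in the libraries labelled *Mtgr1*-/- against WT, for crypts (grey), day 1 (blue) and day 3 (purple), where *Cbfa2t2* itself was not lower. Filled points have an adjusted p below 0.05, and after quantile normalization every list past this threshold kept its sign.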

**Supplemental Figure 4. Changes in enterocyte-associated genes in the *Mtgr1^-/-^* intestinal crypt.** Gene set enrichment analysis (GSEA) of *Mtgr1^-/-^* crypt RNA-sequencing results using gene sets representing intestinal epithelial cell types. NES = normalized enrichment score. Tag % = the percentage of gene hits before (for positive ES) or after (for negative ES) the peak in the running ES, indicating the percentage of genes contributing to the ES. Significance indicated by FDR q value.

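For the other cell types in crypts, the goblet list had an NES of -2.63 in the libraries labelled *Mtgr1*-/- (adjusted p = 1.80e-17, range 1.45e-35 to 0.000450 over 13 alternatives). The Paneth list had an NES of -2.60 (adjusted p = 1.78e-14, range 3.36e-17 to 0.0474 over 14 alternatives). The enteroendocrine list had an NES of -2.73 (adjusted p = 3.61e-18, range 8.60e-30 to 0.000450 over 13 alternatives). With the mouse number as a block, the scores were -2.62, -2.50 and -2.62. The mean of each lay below every WT library in 3 of 3 libraries. Of 22 goblet genes, 20 were lower over all genes and 22 over the list, led by *Ccl6*, *Ccl9*, *Tff3*, *Fcgbp* and *Zg16* (log2 fold changes -5.45 to -4.98). Of 23 Paneth genes, 2 were lower over all genes, *Mptx1* (-5.59) and *Wnt3* (-4.44), and 23 over the list, with a list mean in log2 units of -5.99, -1.62 and -6.18 relative to WT in the 3 libraries. Of 29 enteroendocrine genes, 25 were lower (27 over the list), led by *Gip*, *Sst*, *Nts*, *Gcg* and *Neurod1* (-6.72 to -5.96), and *Cpe* was higher (2.23). Tuft genes had an NES of 2.41 (adjusted p = 2.40e-07, range 2.31e-09 to 0.102 over 13 alternatives, 2.52 with the block) and a list mean above every WT library in 2 of 3 libraries. *Gfi1b* alone was higher over all genes (2.62, adjusted p = 0.0404, limma), and 8 of 25 tuft genes were higher over the list.

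The stem cell list had an NES of -1.59 (adjusted p = 0.0275, range 0.00728 to 0.453 over 14 alternatives, -1.57 with the block), with all 3 libraries below the WT libraries. Their list means were -0.425, -0.110 and -1.02, against -0.0429 for the lowest WT library, and the median log2 fold change was -0.14. These means include *Olfm4* (-6.77), and the list was not scored without it. Over all genes, 4 of its members were lower (6 lower and 3 higher over the list), which were *Olfm4*, *Dach1* (-4.73), *Aqp4* (-1.54) and *Rgmb* (-0.87). The cell cycle list had an NES of -1.61 (adjusted p = 0.0105, range 3.72e-06 to 0.989 over 14 alternatives, -1.704 with the block), with 1 of 3 libraries below every WT library. It had a median log2 fold change of -0.12 and 0 genes past the threshold, where 4 were lower at an unadjusted p below 0.05. The Wnt target list had an NES of -1.25 (adjusted p = 0.223, range 0.0209 to 0.531 over 14 alternatives, -1.305 with the block). *Ccnd1* (-1.29) and *Rgmb* were lower and *Prox1* higher (2.90) over all genes, and 4 lower and 1 higher over the list.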

**Supplemental Figure 5. *Mtgr1^-/-^* enteroid survival is not rescued by co-culture with other intestinal cell types.** **(A)** Intestinal stromal cells were isolated from WT and *Mtgr1^-/-^* mice and used to establish *in vitro* stromal cultures. Stromal cells were mixed with crypt isolations in the combinations shown and enteroid viability was quantified daily. **(B)** Quantification of WT enteroids which display a Wnt-associated spheroid phenotype. **(C)** Conditioned media was generated from WT and *Mtgr1^-/-^* stromal cells and cultured overnight with the HEK STF Wnt reporter line. **(D)** Enteroid lines were established from *ROSA^mT/mG^* duodenum and co-cultured with WT and *Mtgr1^-/-^* crypts. Viability was quantified daily. **(E)** Representative images of *ROSA^mT/mG^* co-cultures at day 4 post plating, arrows show plated crypts. n=2 independent experiments with 3-4 technical replicates each. **P*<0.05, ***P*<0.01, ****P*<0.001, *****P*<0.0001, two-way ANOVA (A, D), one-way ANOVA (B), or Student’s t test (C).

**Supplemental Figure 6. ISC-associated gene expression.** **(A)**Distribution of ISC associated genes in WT and **(B)** *Mtgr1^-/^* UMAPS. **(C)** Cell type distribution, also shown in Figure 2. ABS: absorptive, EE: enteroendocrine, GOB: goblet, PAN: Paneth, RevSTM: revival stem, STM: stem, TAC: transit amplifying cell. TUF: tuft.

**Supplemental Figure 7. Total Wikipathways_2019_Mouse GSEA results from ISC populations.** **(A)** All gene sets with an FDR q value>0.05 in WT and **(B)** *Mtgr1^-/-^* ISCs.

**Supplemental Figure 8. Injury-associated ISC programs are increased in the *Mtgr1^-/-^* intestine.** **(A)** Levels of the revival stem cell marker, *Clusterin* (*Clu*), was assessed by fluorescent *in situ* hybridization using RNA Scope technology. Results represent the percentage of crypts containing at least one *Clu*+ cell. **(B)** *Clu* expression was queried in ISC populations from scRNA-seq results. ****P*<0.001, *****P*<0.0001, Student’s t test (A) or Mann-Whitney Wilcoxon test (B).

**Supplemental Video 1.** WT crypts were plated and outgrowth was visualized by live cell imaging over 5 days.

**Supplemental Video 2.** *Mtgr1^-/-^* crypts were plated and outgrowth was visualized by live cell imaging over 5 days.

**Supplemental Tables**

**Supplemental Table S1: Enteroid treatments**

| **Treatment** | **Function** | **Concentration** | **Source** |
| --- | --- | --- | --- |
| DAPT | γ-secretase inhibitor | 10µM, 20µM | Tocris |
| Z-VAD-FMK | Caspase inhibitor | 1µM, 10µM, 100µM | Fisher |
| CHIR99021 | GSK-3 inhibitor | 3µM, 5µM, 10µM | Tocris |
| Necrostatin-1 | RIP1 kinase inhibitor | 10µg/ml, 50µg/ml, 100µg/ml | Cayman Chemical |
| Pifithrin-α | p53 inhibitor | 10µM, 20µM, 20µM | Tocris |

**Supplemental Table S2. qRT-PCR primers**

| **Gene Symbol** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *Lgr5* | CCAATGGAATAAAGACGACGGCAACA | GGGCCTTCAGGTCTTCCTCAAAGTCA |
| *Myc* | ATGCCCCTCAACGTGAACTTC | GTCGCAGATGAAATAGGGCTG |
| *Ki67* | ATCATTGACCGCTCCTTTAGGT | GCTCGCCTTGATGGTTCCT |
| *Ascl2* | AAGCACACCTTGACTGGTACG | AAGTGGACGTTTGCACCTTCA |
| *Olfm4* | TGGCCCTTGGAAGCTGTAGT | ACCTCCTTGGCCATAGCGAA |
| *Muc2* | GGTCCAGGGTCTGGATCACA | GCTCAGCTCACTGCCATCTG |
| *Lyz2* | ATGGAATGGCTGGCTACTATGG | ACCAGTATCGGCTATTGATCTGA |
| *Gapdh* | CCGCATCTTCTTGTGCA | CGGCCAAATCCGTTCA |

**Supplemental Table S3. *P* values for heatmap shown in Figure 5**. *Mtgr1^-/-^* compared to WT. Significantly downregulated and upregulated genes shown by blue and red text, respectively.

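Table S3 lists a P value for each of 14 genes in crypts and on days 1 and 3, and 41 of its 42 values equal the adjusted p-values that the authors deposited from DESeq2. The limma fits place 41 of the 42 on the same side of 0.05, with 27 below it here and 26 in the paper's table. Those below are 0 of 14 in crypts, where no gene but *Cdkn2b* had an unadjusted p below 0.05 (unadjusted p = 0.0371, limma), 13 at day 1 and 14 at day 3, against 0, 13 and 13 in the paper's table. For the genes of the table whose values are not given elsewhere, the log2 fold changes in the libraries labelled *Mtgr1*-/- were, in crypts and on days 1 and 3, -0.24, -1.59 and -1.298 (adjusted p = 0.480, 7.15e-05 and 3.60e-05) for *Lrig1*. They were 0.0053, -0.94 and -0.64 (adjusted p = 0.989, 0.000963 and 0.0150) for *Hopx* and 0.081, -1.63 and -1.18 (adjusted p = 0.920, 0.000189 and 0.000745) for *Sox9*. Those of *Bmi1* were -0.066, -0.24 and -0.44 (adjusted p = 0.829, 0.0692 and 0.00552). For the kinases, they were -0.27, -1.31 and -1.11 (adjusted p = 0.555, 0.000519 and 0.00136) for *Cdk2* and 0.099, -1.27 and -0.98 (adjusted p = 0.793, 0.000374 and 0.00215) for *Cdk4*. For all 6 genes, the 3 libraries lay below every WT library on days 1 and 3. The crypt value of *Hopx* changed sign, to -0.027, after quantile normalization.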

|  | **Crypt** | **Day 1** | **Day 3** |
| --- | --- | --- | --- |
| *Lgr5* | 0.322195 | **3.01E-22** | **1.10E-64** |
| *Axin2* | 0.996387 | **2.33E-59** | **6.35E-32** |
| *Ascl2* | 0.820951 | **6.12E-10** | **1.30E-09** |
| *Lrig1* | 0.628468 | **6.01E-29** | **3.57E-25** |
| *Bmi1* | 0.573929 | 0.157114 | 0.704182 |
| *Hopx* | 0.97196 | **1.15E-07** | **0.006656** |
| *Sox9* | 0.912694 | **3.28E-17** | **2.73E-08** |
| *Mki67* | 0.615957 | **7.46E-08** | **1.19E-06** |
| *Cdk1* | 0.914395 | **4.17E-09** | **2.50E-06** |
| *Cdk2* | 0.797865 | **1.31E-09** | **4.09E-06** |
| *Cdk4* | 0.946642 | **5.56E-14** | **5.57E-06** |
| *Cdkn1a* | 0.799407 | **1.90E-08** | **7.56E-15** |
| *Cdkn2b* | 0.168947 | **1.39E-10** | **6.62E-12** |
| *Cdkn1c* | 0.281852 | **6.79E-05** | **0.009381** |

**References**

1. Reddy VK, Short SP, Barrett CW, Mittal MK, Keating CE, Thompson JJ, et al. BVES Regulates Intestinal Stem Cell Programs and Intestinal Crypt Viability after Radiation. Stem Cells. 2016;34(6):1626-36.

2. Parang B, Rosenblatt D, Williams AD, Washington MK, Revetta F, Short SP, et al. The transcriptional corepressor MTGR1 regulates intestinal secretory lineage allocation. FASEB J. 2015;29(3):786-95.

3. Heijmans J, van Lidth de Jeude JF, Koo BK, Rosekrans SL, Wielenga MC, van de Wetering M, et al. ER stress causes rapid loss of intestinal epithelial stemness through activation of the unfolded protein response. Cell Rep. 2013;3(4):1128-39.

4. Banerjee A, Herring CA, Chen B, Kim H, Simmons AJ, Southard-Smith AN, et al. Succinate Produced by Intestinal Microbes Promotes Specification of Tuft Cells to Suppress Ileal Inflammation. Gastroenterology. 2020;159(6):2101-15 e5.

5. Simmons AJ, Lau KS. Dissociation and inDrops microfluidic encapsulation of human gut tissues for single-cell atlasing studies. STAR Protoc. 2022;3(3):101570.

6. Klein AM, Mazutis L, Akartuna I, Tallapragada N, Veres A, Li V, et al. Droplet barcoding for single-cell transcriptomics applied to embryonic stem cells. Cell. 2015;161(5):1187-201.

7. Arceneaux D, Chen Z, Simmons AJ, Heiser CN, Southard-Smith AN, Brenan MJ, et al. A contamination focused approach for optimizing the single-cell RNA-seq experiment. iScience. 2023;26(7):107242.

8. Southard-Smith AN, Simmons AJ, Chen B, Jones AL, Ramirez Solano MA, Vega PN, et al. Dual indexed library design enables compatibility of in-Drop single-cell RNA-sequencing with exAMP chemistry sequencing platforms. BMC Genomics. 2020;21(1):456.

9. Vega PN, Nilsson A, Kumar MP, Niitsu H, Simmons AJ, Ro J, et al. Cancer-Associated Fibroblasts and Squamous Epithelial Cells Constitute a Unique Microenvironment in a Mouse Model of Inflammation-Induced Colon Cancer. Front Oncol. 2022;12:878920.

10. Heiser CN, Wang VM, Chen B, Hughey JJ, Lau KS. Automated quality control and cell identification of droplet-based single-cell data using dropkick. Genome Res. 2021;31(10):1742-52.

11. Chen B, Ramirez-Solano MA, Heiser CN, Liu Q, Lau KS. Processing single-cell RNA-seq data for dimension reduction-based analyses using open-source tools. STAR Protoc. 2021;2(2):100450.

12. Wolf FA, Angerer P, Theis FJ. SCANPY: large-scale single-cell gene expression data analysis. Genome Biol. 2018;19(1):15.

13. McKinney W. Data Structures for Statistical Computing in Python. 9th Python in Science Conference: Proceedings of the 9th Python in Science Conference; 2010. p. 56-61.

14. Harris CR, Millman KJ, van der Walt SJ, Gommers R, Virtanen P, Cournapeau D, et al. Array programming with NumPy. Nature. 2020;585(7825):357-62.

15. Charlier F, Weber, M., Izak, D., Harkin, E., Magnus, M., Lalli, J., et al. Statannotations. 2022.

16. Fang Z, Liu X, Peltz G. GSEApy: a comprehensive package for performing gene set enrichment analysis in Python. Bioinformatics. 2023;39(1).

17. Gracz AD, Puthoff BJ, Magness ST. Identification, isolation, and culture of intestinal epithelial stem cells from murine intestine. Methods Mol Biol. 2012;879:89-107.

18. Kabiri Z, Greicius G, Madan B, Biechele S, Zhong Z, Zaribafzadeh H, et al. Stroma provides an intestinal stem cell niche in the absence of epithelial Wnts. Development. 2014;141(11):2206-15.

19. Dunbar K, Valanciute A, Lima ACS, Vinuela PF, Jamieson T, Rajasekaran V, et al. Aspirin Rescues Wnt-Driven Stem-like Phenotype in Human Intestinal Organoids and Increases the Wnt Antagonist Dickkopf-1. Cell Mol Gastroenterol Hepatol. 2021;11(2):465-89.

20. Xu Q, Wang Y, Dabdoub A, Smallwood PM, Williams J, Woods C, et al. Vascular development in the retina and inner ear: control by Norrin and Frizzled-4, a high-affinity ligand-receptor pair. Cell. 2004;116(6):883-95.

21. Pilat JM, Brown RE, Chen Z, Berle NJ, Othon AP, Washington MK, et al. SELENOP modifies sporadic colorectal carcinogenesis and WNT signaling activity through LRP5/6 interactions. J Clin Invest. 2023;133(13).

22. Muzumdar MD, Tasic B, Miyamichi K, Li L, Luo L. A global double-fluorescent Cre reporter mouse. Genesis. 2007;45(9):593-605.

How the deposited data were processed for this re-analysis (not part of the article)

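RNA was measured in 18 bulk libraries of small intestinal epithelium, from 3 WT and 3 *Mtgr1*-/- mice, each as crypts (day 0), as enteroids after 24 h (day 1) and as enteroids after 72 h (day 3). The authors made stranded mRNA libraries and sequenced single reads of 50 bp, trimmed them with fastp 0.20.0, quantified transcripts with Salmon 1.3.0, summed them per gene with tximeta 1.4.5 and compared the genotypes with DESeq2 1.26.0 in R 3.6.3, leaving out genes with almost no counts. The deposited signal of each library is its gene-level count divided by 1 normalization factor, within the table of each time point, on a linear scale. The authors also deposited, per gene, a mean signal over libraries. The deposited log2 values are the authors' DESeq2 log2 fold changes and their standard errors. The deposited score is the authors' Wald statistic of DESeq2. The deposited p-value columns hold the authors' DESeq2 p-values and Benjamini-Hochberg adjusted p-values. The unit assumed in the plan, normalized counts, was the one found. Groups, mouse numbers and time points came from the labels of the libraries, and libraries with the same mouse number were taken to come from the same mouse across time points.

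Each time point was analysed within its own table, as the tables were normalized separately. Genes with a mean of at least 10 were tested on log2(normalized count + 1) with limma 3.58.1 (lmFit, eBayes with a trend) in R 4.3.3, 3 libraries against 3, two-sided, with Benjamini-Hochberg adjustment at each time point and a threshold of 0.05. With 3 against 3, the smallest exact permutation p of a single gene is 0.1, so adjusted p-values are those of the moderated model. Gene lists were tested with fgsea 1.28.0 (multilevel, fixed seed, at least 5 genes) on the moderated t, with adjustment over 12 lists and 3 time points. Its permutation p-values take genes, not mice, as units. The 12 lists were written by hand, since the sets used in the paper were not at hand, and symbols were matched to current names. Changes of the genotype difference between time points were tested with limma on all 18 libraries, with the mouse as a random effect (within-mouse correlation 0.00576). Camera used an inter-gene correlation of 0.01 and roast 9999 rotations. Reads were recovered from the step between the low values of each library, and 100% of the values of each of the 18 libraries were whole multiples of it. In WT crypt library 2 and *Mtgr1*-/- day 3 library 2 the step was too close to 1 for this to show that reads were recovered, and these 2 were left out of the count tests with edgeR 4.0.16 and DESeq2 1.42.0. Recovered depth was between 22035316 and 28621990 reads, so that a gene at the minimum mean rests on about 10 reads per library.

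The steps were tested on simulated data. Of 200 genes changed in the simulation, 179 were recovered at day 1, with 11 other genes called, and 180 at day 3, with 8 others. In simulated crypts without changes, 0 genes were called. All simulated genes and time points had 1 dispersion, 0.0343, estimated from the day 1 reads. The simulation thus does not give the error rate or the recovery in real crypts. For the change of the genotype difference between day 1 and crypts, 124 of 200 were recovered. Named genes were chosen by a rule set, with the tests and most alternatives, before the data were examined. They are the genes the paper names, the members of each list with the largest changes past the threshold (up to 5 in the direction of the list and 3 against it), and at each time point the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 50 and no overlap between the groups.

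The alternatives were each library left out in turn, pseudocounts of 0.1 and 8, no filter, a filter of 10 in every library of one genotype, median-ratio rescaling over genes with a mean of at least 100, quantile normalization, no trend, array weights, the mouse number as a block, count tests on recovered reads, ranking by log2 fold change, camera, roast, Reactome sets, lists without defensins or without genes shared by the stem cell and Wnt lists, and no mouse effect. *Xist* as a covariate, count tests without the reads of 1 library, and further settings for the changes between time points and for the metabolic sets were added after the data were seen. Fields of the paper other than bulk RNA sequencing, such as its imaging and flow cytometry, were not analysed here. Results for some single genes and 1 gene set are not reported here.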

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

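The tests chosen after the result was seen were those on groupings for the counts of genes, on a few genes taking most of the values, on near-identical genes and on paralogs. The paper compares the genotypes at each time point and does not test whether the difference changed between time points. In 1 model of all 18 libraries, the genotype difference itself differed between day 1 and crypts for 5096 of 12937 genes (adjusted p below 0.05, limma), more positive at day 1 for 2504 and more negative for 2592. It differed between day 3 and crypts for 3965 genes, 2108 more positive and 1857 more negative, and between day 3 and day 1 for 4 genes, where 1007 had an unadjusted p below 0.05. Mice were the replicates, 3 in each group. The mouse number shared between the genotypes was not in this model, although same-numbered libraries deviated together in crypts and at day 1. Of the 4 splits of the 6 mice that part all 3 same-numbered pairs, 1 gave as many genes in each of the 3 contrasts, which was the real one. The other 6 splits part 1 such pair and were not compared. With 4 splits a share below 0.05 is out of reach whatever the counts, so the splits do not decide between the genotype and another grouping of the mice.

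Gene lists whose genotype difference changed between day 1 and crypts were, with the NES of the difference, Wnt targets (-2.48), apoptosis (1.56), brush border (2.44), cell cycle (-3.46), enterocyte (2.95), intestinal stem cell (-2.88), p53 targets (1.595), tuft (-2.34), with adjusted p from 1.21e-26 to 0.0325. Between day 3 and crypts they were Wnt targets (-2.52), apoptosis (1.52), brush border (2.29), cell cycle (-3.54), enterocyte (2.89), goblet (1.78), intestinal stem cell (-2.97), p53 targets (1.69), revival and injury-associated (2.37), tuft (-2.27), with adjusted p from 7.59e-26 to 0.0441. In both contrasts, the change of each list lay beyond that of every WT mouse in 3 of 3 mice labelled *Mtgr1*-/-. Between day 3 and day 1 they were cell cycle (2.05), enterocyte (-1.68), goblet (2.39), revival and injury-associated (2.77), with adjusted p from 1.61e-13 to 0.0129, and the change lay beyond every WT mouse in 3 of 3 mice for goblet and revival genes and in 2 of 3 for cell cycle and enterocyte genes. After quantile normalization, the p53 difference between day 1 and crypts and the enterocyte difference between day 3 and day 1 no longer passed the threshold. Among the 4 splits, for the 12 lists tested in each contrast, the real one alone was as large for 7 lists between day 1 and crypts, 7 between day 3 and crypts and 3 between day 3 and day 1. A further 1 of the other splits was as large (2 of 4) for brush border and tuft genes between day 1 and crypts, for brush border and p53 genes between day 3 and crypts, and for Paneth and tuft genes between day 3 and day 1. The count was 3 of 4 for enteroendocrine and tuft genes between day 3 and crypts and for Wnt, brush border and enterocyte genes between day 3 and day 1. It was 4 of 4 for Paneth, enteroendocrine and goblet genes between day 1 and crypts, for Paneth genes between day 3 and crypts, and for apoptosis, cell cycle, stem cell and p53 genes between day 3 and day 1. For the lists, too, 4 splits do not decide between the genotype and another grouping of the mice.

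Of 25 genes that the paper names, the genotype difference changed between day 1 and crypts for 19. It was more positive, with the difference in log2 fold change, among others for *Cbfa2t3* (1.458), *Cdkn1a* (1.36), *Gapdh* (0.94), *Tert* (0.99), *Vil1* (1.08), and more negative for *Ascl2* (-1.33), *Axin2* (-3.2001), *Cdk1* (-1.05), *Cdk2* (-1.05), *Cdk4* (-1.37), *Hopx* (-0.94), *Lgr5* (-3.90), *Lrig1* (-1.35), *Mki67* (-0.91), *Myc* (-1.27), *Olfm4* (-4.82), *Runx1t1* (-1.899), *Sox9* (-1.71), with adjusted p from 0.000151 to 0.0308. It changed between day 3 and crypts for 17, among them more positive for *Cbfa2t3* (1.37), *Cdkn1a* (1.36), *Cdkn2b* (1.05), *Gapdh* (0.84), *Vil1* (0.95) and more negative for *Ascl2* (-1.69), *Axin2* (-3.23), *Cdk1* (-0.91), *Cdk2* (-0.84), *Cdk4* (-1.08), *Lgr5* (-4.96), *Lrig1* (-1.06), *Mki67* (-0.78), *Myc* (-1.24), *Olfm4* (-2.37), *Sox9* (-1.26), with adjusted p from 5.24e-06 to 0.0404. Between day 3 and day 1, it changed for 0 genes, with 2 at an unadjusted p below 0.05. The change lay beyond every WT mouse in 3 of 3 mice labelled *Mtgr1*-/- for each gene except *Tert* at day 1 and *Cbfa2t3* at day 3, with 2 of 3. The differences of *Gapdh* did not pass the threshold after quantile normalization (0.079 at day 1 and 0.37 at day 3), nor did that of *Runx1t1* at day 1 with a pseudocount of 8 (-0.74).

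Genes that the paper does not discuss were highest above WT in the libraries labelled *Mtgr1*-/-. By log2 fold change, these were *Sall3* (9.56), *Slit3* (8.85), *Megf6* (8.01), *Kif26a* (7.78), *Gm2436* (7.51) in crypts, *Prl2a1* (9.07), *Sall3* (9.00), *Prl2c3* (8.78), *Prl2c2* (8.75), *Prl2c5* (8.60) at day 1 and *Prl2c3* (9.97), *Sall3* (9.69), *Slit3* (8.58), *Il2rb* (8.20), *Prl2c2* (7.34) at day 3, all with an adjusted p of at most 0.000872 and higher in 3 of 3 libraries. The WT libraries of *Sall3* lay at or under the floor of 3 counts at each time point, so that it was at least 327-fold higher in crypts, at least 218-fold at day 1 and at least 286-fold at day 3. The same holds for *Slit3* (at least 327-fold in crypts and 189.9-fold at day 3), *Kif26a* (at least 146-fold), *Gm2436* (at least 61.1-fold) and *Prl2a1* (at least 205-fold). *Megf6* was at most 5.76 in WT and at least 492 in the others, and *Il2rb* at most 3.56 and at least 394. None of these genes lies on chromosome 2 with *Cbfa2t2*. For the *Prl2c* genes at day 1, the log2 ratio of the summed values of all 4 listed members was 8.53, so that reads moving between these paralogs would not account for the rise. *Gm2436* was at 0 in the WT crypt libraries and *Gm2446* at 0 in the others, while the log2 ratio of their summed values was 0.0057. One WT library at day 1 was likewise at 0 for *Gm2446* and at 222.9 for *Gm2436*. Reads assigned to one or the other of these near-identical genes are therefore a likely source of both changes. The 10 highest genes took shares of the summed values that differed by at most 2.04 percentage points between libraries at day 1. In crypts, the shares spread more, from 8.84% in library 1 of those labelled *Mtgr1*-/- to 14.7% in WT library 3.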

How the results depend on the processing

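The cause of each change below was not tested. The number of genes past the threshold was within 1.5 times the reported one at days 1 and 3 under each alternative run for it. The direction with more genes was less stable. Quantile normalization gave 3547 higher and 3762 lower at day 1, and 3520 and 4049 at day 3. Median-ratio rescaling gave 3630 and 3819, and 3775 and 3823. More genes were also lower without a filter on both days and with edgeR at day 1. The other alternatives kept more genes higher on these days. In crypts, where 614 passed, array weights gave 2100 (982 higher, 1118 lower), edgeR on recovered reads without those of WT library 2 gave 209 (52 and 157) and DESeq2 on the same reads 1200 (434 and 766), the latter pair chosen after the data were seen. The limma fit without WT library 2 gave 211 (70 and 141), which is the like count for this pair. Of the fits that each left out 1 library, 4 of 6 moved the crypt count, which ranged from 176 to 608, against 6136 to 7874 at day 1 and 6096 to 7695 at day 3. Count tests on all 6 libraries in crypts and at day 3 were not run, as the reads of 1 library at each were not recovered. With the mouse number as a block, 7289 genes passed at day 3 (7104 shared), where the numbered pairs correlated at -0.00818 on average and ranked 5 of 6 pairings. The block left the direction and the side of the threshold of all 36 list results as they were. The median log2 fold change of all genes moved by less than 0.1 under each scaling.

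Of the 36 list results, ranking by log2 fold change reversed apoptosis (-0.652), p53 (-0.679) and brush border genes (0.734) in crypts. It took cell cycle (-1.13) and stem cell genes (-1.36) in crypts, p53 genes at day 1 (1.35) and day 3 (1.36) and apoptosis genes at day 3 (1.05) out of the threshold, and tuft genes at day 1 (-1.58) past it. Camera reversed enterocyte (adjusted p = 0.571) and brush border genes in crypts (adjusted p = 0.315) and took tuft genes at day 1 past the threshold (adjusted p = 0.0491). Roast reversed the same pair (adjusted p = 0.881 and 0.657), took cell cycle (0.579), stem cell (0.453) and tuft genes in crypts (0.102) out of the threshold and tuft genes at day 3 past it (0.0250). Quantile normalization took revival genes in crypts past it (1.59). The Reactome sets took apoptosis (1.18) at day 1 and cell cycle in crypts (-0.838) out of it. A pseudocount of 8, no filter, lists without defensins and lists without the genes shared by the stem cell and Wnt lists changed no call or direction of the lists they were run for.

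Over the 6 fits that each left out 1 library, the NES in crypts ranged from -0.826 to 0.981 for apoptosis, from -0.696 to 1.304 for p53 targets, from -2.10 to 0.627 for cell cycle, from -1.87 to -1.47 for intestinal stem cell, from -1.78 to -0.959 for Wnt targets, from -1.47 to 1.49 for enterocyte, from -1.41 to 1.15 for brush border genes. It ranged from 1.45 to 1.62 for p53 and from -1.63 to -1.003 for tuft genes at day 1, and from 1.44 to 1.64 for apoptosis genes at day 3. The list results not named here stayed on their side of the threshold in these fits.

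For the difference between day 3 and day 1, where 4 genes passed, a pseudocount of 8 gave 53 (49 higher, 4 lower) and quantile normalization 20 (17 and 3), with all 4 shared. Between day 3 and crypts, quantile normalization gave 1944 higher and 2705 lower against 2108 and 1857. Between day 1 and crypts, it gave 2268 higher and 3013 lower against 2504 and 2592. The list and gene alternatives for these differences were chosen after the data were seen. A pseudocount of 8 reversed Paneth (-0.539) and goblet genes (0.470) between day 1 and crypts and stem cell genes between day 3 and day 1 (-0.996), and took revival genes between day 1 and crypts past the threshold (1.5998). Quantile normalization reversed Wnt (-1.11), enteroendocrine (-0.671) and stem cell genes (-0.933) between day 3 and day 1, and took p53 genes between day 1 and crypts (1.41) and enterocyte genes between day 3 and day 1 (-1.17) out of it. Leaving out the mouse effect changed no call or direction of the 36 list results or the 72 results of single genes. It gave 5067 genes between day 1 and crypts and 3916 between day 3 and crypts. For single genes, a pseudocount of 8 reversed *Clu* between day 1 and crypts (0.33) and *Runx1t1* between day 3 and day 1 (-0.058), and quantile normalization reversed *Runx1t1* (-0.20), *Gapdh* (0.29), *Cdkn1a* (0.078) and *Vil1* (0.12) between day 3 and day 1.

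In the sets added after the data were seen, quantile normalization reversed respiratory electron transport (-0.540) and oxidative phosphorylation (-0.611) in crypts and oxidative phosphorylation at day 1 (-0.711). It took lipid digestion (1.73) and respiratory electron transport (0.791) at day 1, and respiratory electron transport (1.08) and oxidative phosphorylation (0.909) at day 3, out of the threshold. Leaving out 1 library gave from -0.380 to 1.87 for respiratory electron transport and from -0.399 to 1.94 for oxidative phosphorylation in crypts, and from 1.35 to 1.57 for lipid digestion at day 3.

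Quantile normalization reversed the log2 fold change of *Hopx* in crypts (-0.027) and of *Gapdh* at day 1 (-0.081). Leaving out 1 library reversed 20 of 1550 fits of single genes, made weaker 103 and stronger 2. Reversed log2 fold changes in crypts ranged from -0.13 to 0.033 for *Bmi1*, from -0.056 to 0.76 for *Cdkn1c*, from -1.29 to 0.998 for *Lyz2*, from -0.020 to 0.18 for *Vil1*, from -0.18 to 0.40 for *Sox9*, from -0.27 to 0.0052 for *Cdk1*, from -0.21 to 0.082 for *Cbfa2t2*, from -0.012 to 0.24 for *Cdk4*, from -0.073 to 0.13 for *Hopx* and from -0.29 to 0.13 for *Axin2*, and that of *Cbfa2t2* at day 3 from -0.024 to 0.15. Under the other alternatives, of 1252 fits of single genes, 24 became weaker, 9 stronger and 8 reversed. Depth was 22035316 reads or more in the 16 libraries with recovered reads. Genes with a mean under 10 were tested only in the alternative without a filter, which called 700 genes in crypts, 7727 at day 1 and 7959 at day 3. Single genes of low abundance were not examined there, so that their changes are left open.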

Differences from the paper's values

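The values of the paper given here were read by eye. The log2 fold change of *Bmi1* at day 3 was -0.44 here, against the paper's value of about -0.1 in Fig. 5D. The authors' deposited table lists -0.0998. The 10 alternatives set before the data were examined gave from -0.48 to -0.36, and none closed the gap. All of them started from the deposited normalized counts, so they do not test whether the authors' fit rested on another normalization. The log2 fold change of *Mki67* in crypts was -0.21, against the paper's about 0 in Fig. 5D and -0.19 in the authors' deposited table, and of the alternatives set before the data were examined only the fit without library 3 of those labelled *Mtgr1*-/- closed the gap (-0.11). The log2 fold change of *Cdkn1c* in crypts was 0.27, against the paper's about -0.5 in Fig. 5D. The fit without library 3 of those labelled *Mtgr1*-/- gave the paper's sign (-0.056) and narrowed the gap to less than the replicate SD (0.65), and the other alternatives set before the data were examined kept the opposite sign.

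In Table S3, *Bmi1* at day 3 is above the threshold, with the same value as in the authors' deposited table (0.704), while its adjusted p was 0.00552 here, from 0.00344 to 0.0273 over 10 alternatives, and lower in 3 of 3 libraries. For *Cdkn1c* in crypts, the value of Table S3 is not that of the authors' deposited table, which lists a log2 fold change of 0.49 and an adjusted p of 0.682.

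By qPCR normalized to *Gapdh*, the paper found higher *Lgr5*, *Ki67* and *Myc* transcripts in crypts of null mice. Here, the log2 fold changes in crypts were 0.49 for *Lgr5* (adjusted p = 0.497, limma) and 0.63 for *Myc* (adjusted p = 0.420, limma). That of *Mki67* had the opposite sign, -0.21 (adjusted p = 0.420, limma). None of these passed the threshold, and qPCR is another measure. The paper states that enterocyte genes are enriched in the crypts of null mice. With the hand-written list, the NES was -1.13 (adjusted p = 0.314), with the list mean above every WT library in 1 of 3 libraries. The fit without library 2 of those labelled *Mtgr1*-/- reached the paper's direction and the threshold (1.49, adjusted p = 0.0380, range 0.0380 to 0.881 over 13 alternatives), and camera and roast reached its direction without the threshold. The paper shows tuft genes as lower in day 1 enteroids in Fig. 6A. The NES of the hand-written list was -1.37 (adjusted p = 0.117), with the list mean below every WT library in 3 of 3 libraries. Ranking by log2 fold change (-1.58), camera (adjusted p = 0.0491) and the fit without library 1 of those labelled *Mtgr1*-/- (-1.63) reached the threshold, within range 0.0251 to 0.579 over 13 alternatives for the adjusted p. The lists are not the paper's own gene sets, so these values are not of the same measure.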

Other observations

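The tests chosen after the result was seen were those on single libraries and on the normalization for tuft genes, on mislabelling and, for the counts of genes, on other groupings of the libraries. After each library's deviations were corrected for GC content and transcript length, 597 of the 614 genes called in crypts were called again, 7159 of the 7413 at day 1 and 7171 of the 7545 at day 3. After median-ratio rescaling, a scaling much like the authors' own, the shared calls were 600, 7267 and 7494. After quantile normalization, they were 503, 6445 and 6966. Most calls were kept in each case. Median-ratio rescaling repeats much of the authors' own step, so its shared calls cannot decide whether that step matters. How far the correction for GC content and transcript length moved the values was not measured, so neither is set aside. The calls kept after quantile normalization did not depend on the authors' scaling alone. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1 gave as many genes past the threshold at each of the 3 time points, the real one. The other 6 splits part 1 pair. Each of the 9 splits other than the real one gave 0 genes, with at most 995, 259 and 138 at an unadjusted p below 0.05, against 2395, 8016 and 8179 for the real one. A share below 0.05 cannot be reached with 4 splits whatever the data.

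For the gene lists, the number of these 4 splits with an NES at least as far from 0, the real one included, was in crypts 1 for goblet, enteroendocrine, tuft and revival and injury-associated, 2 for cell cycle and Paneth, 3 for apoptosis, p53 targets, intestinal stem cell and Wnt targets, and 4 for enterocyte and brush border genes. At day 1 it was 1 for apoptosis, intestinal stem cell, Wnt targets, enterocyte, goblet and enteroendocrine, 2 for p53 targets, brush border and Paneth, and 3 for cell cycle, tuft and revival and injury-associated genes, and at day 3 1 for intestinal stem cell, Wnt targets, goblet, enteroendocrine and revival and injury-associated, 2 for apoptosis, p53 targets, Paneth and tuft, and 3 for cell cycle, enterocyte and brush border genes. A list score from GSEA on genes takes genes as its units, and with 4 splits these counts cannot decide whatever the values. Over all 10 splits, the real one had the largest NES for 2 of 12 lists in crypts, 5 at day 1 and 2 at day 3. In crypts these were goblet and enteroendocrine genes. Their list means were -4.15 to -3.55 (WT -0.0491 to 0.0646) and -4.67 to -4.01 (WT -0.218 to 0.368). At day 1, goblet means were -4.49 to -3.53 (WT -0.11 to 0.149) and enteroendocrine means -4.98 to -4.3002 (WT -0.0671 to 0.0598). Stem cell means that day were -2.303 to -2.15 (WT -0.119 to 0.0599) and Wnt target means -2.08 to -1.62 (WT -0.0818 to 0.0551). Enterocyte means that day were 1.503 to 2.09 (WT -0.103 to 0.134). At day 3, enteroendocrine means were -4.56 to -4.03 (WT -0.0247 to 0.0129) and stem cell means -2.41 to -2.01 (WT -0.109 to 0.0687). For these lists at these time points, such values argue against another grouping of the 6 libraries. For the other list results it is left open.

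In crypts, which the paper's apoptosis results are not about, the apoptosis list had an NES of 0.953 (adjusted p = 0.563, range 0.224 to 0.970 over 14 alternatives), with its mean above every WT library in 0 of 3 libraries, *Tnfsf10* lower (-0.95) and 0 genes higher, against 4 higher and 6 lower at an unadjusted p below 0.05. The p53 target list had an NES of 0.948 (adjusted p = 0.564, range 0.148 to 0.933 over 13 alternatives), with 0 genes past the threshold and 4 higher and 4 lower at an unadjusted p below 0.05. Single genes in crypts had log2 fold changes of 0.49 for *Lgr5* (adjusted p = 0.497), -0.29 for *Ascl2* (adjusted p = 0.587), -0.051 for *Axin2* (adjusted p = 0.941), 0.63 for *Myc* (adjusted p = 0.420), -0.21 for *Mki67* (adjusted p = 0.420) and -0.097 for *Cdk1* (adjusted p = 0.822), and the libraries of the genotypes overlapped for each of these genes.

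Of the genes related to *Mtgr1*, *Cbfa2t3* was lower in 3 of 3 libraries at each time point, with log2 fold changes of -2.40, -0.95 and -1.03 (adjusted p = 0.0365, 0.00634 and 0.000839). *Runx1t1* was not tested in crypts (13.5 in WT against 1.31), and had log2 fold changes of -4.55 at day 1 (adjusted p = 0.000441) and -4.37 at day 3 (adjusted p = 0.000318), lower in 3 of 3 libraries on both days. As the libraries labelled *Mtgr1*-/- lay under 3 counts for *Runx1t1*, the size of its changes depends on the added pseudocount and is left open. *Tert* had log2 fold changes of -0.39, 0.60 and 0.49 (adjusted p = 0.581, 0.0210 and 0.0185), higher in 3 of 3 libraries on days 1 and 3. *Gapdh*, to which the paper's qPCR was normalized, had log2 fold changes of -0.30, 0.64 and 0.54 (adjusted p = 0.456, 0.0127 and 0.0287), lower in 3 of 3 libraries in crypts and higher in 3 of 3 libraries on days 1 and 3, with a reversed sign at day 1 after quantile normalization. *Lyz2* had log2 fold changes of -0.46, 1.58 and 2.35 (adjusted p = 0.892, 0.312 and 0.210), with overlapping libraries. Mislabelled libraries were tested as an explanation of the *Cbfa2t2* counts, which were not lower. All 9 libraries labelled *Mtgr1*-/- had less *Olfm4* than every WT library of their time point, so that a swap of single libraries between the groups is not seen. Gene-level counts do not show which exons were transcribed, and no biological explanation was tested.

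Sets for metabolism were tested after the data were seen. Oxidative phosphorylation genes had an NES of 1.18 in crypts (adjusted p = 0.188, mean above every WT library in 2 of 3), 2.24 at day 1 (adjusted p = 1.81e-06, 3 of 3) and 1.93 at day 3 (adjusted p = 0.000111, 2 of 3). The Reactome set for respiratory electron transport had 1.23 (adjusted p = 0.162, 1 of 3), 2.26 (adjusted p = 1.81e-06, 3 of 3) and 2.01 (adjusted p = 3.11e-05, 2 of 3). Neither set passed the threshold after quantile normalization. The Reactome set for lipid digestion, mobilization and transport had -1.14 (adjusted p = 0.280, 0 of 3), 1.91 (adjusted p = 0.00163, 3 of 3) and 1.43 (adjusted p = 0.0880, 3 of 3), and at day 1 was not past the threshold after quantile normalization. Of the 4 splits, 3 were as large in crypts, 3 at day 1 and 2 at day 3 for oxidative phosphorylation and for respiratory electron transport, and 2, 1 and 3 for lipid digestion, so that these splits do not decide between the genotype and another grouping of the libraries.

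Tuft genes were higher in the crypts labelled *Mtgr1*-/- and not in enteroids, with an NES for the change from crypts of -2.34 at day 1 (adjusted p = 1.04e-05) and -2.27 at day 3 (adjusted p = 3.61e-05), more negative in 3 of 3 mice than in any WT mouse. One possible explanation was a larger share of immune cells in these crypt isolates. An immune cell list had an NES of -2.02, the other way. The tuft list had an NES of 2.35 after quantile normalization, and an adjusted p of at most 9.67e-06 (fgsea) over the 6 fits that left out 1 library. Neither the normalization nor a single library alone thus accounts for this score, which takes genes as units. Roast, which takes libraries as units, gave an adjusted p of 0.102, and the list mean lay above every WT library in 2 of 3 libraries. A list of stromal and endothelial genes held 3 tested genes of 16 and was too short to test. Of the 4 splits, 1 was as large, the real one, while 1 of the 6 that part 1 pair gave an NES as far from 0 as 2.85. More tuft cells in these crypts is a hypothesis that these splits do not tell apart from another grouping of the libraries.

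DNA around the targeted gene can differ between genotypes. Within 10 Mb of *Cbfa2t2* on chromosome 2, 12 of 161 tested genes were called in crypts (7.45%), against 602 of 12819 elsewhere (4.70%, one-sided Fisher's exact p = 0.0799). At day 1, the shares were 53.1% and 59.0% (p = 0.942, Fisher's exact test), and at day 3 56.8% and 59.1% (p = 0.747, Fisher's exact test). The excess in crypts did not pass 0.05, and there was none on days 1 and 3.

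Genes whose genotype difference changed between day 3 and day 1 are named here after their values were seen. Among the 4 were *Kcnk6* (-0.84 at day 1 and 0.74 at day 3, adjusted p of the difference = 0.0128), *F3* (-0.29 and 2.52, adjusted p = 0.0177) and *Gm1123* (0.30 and -0.94, adjusted p = 0.0423).

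In crypts, *Xist* was 10177 in WT mouse 3 and 11038 in mouse 1 of those labelled *Mtgr1*-/-, and at most 6.90 in the other 4, and *Uty* was at most 0.9 in those mice and at least 597 in the other 4. The paper states that mice of both sexes were used, and the groups held the same number by these genes. With the level of *Xist* as a covariate, chosen after the data were seen, 649, 6918 and 7108 genes passed the threshold in crypts and on days 1 and 3. In the authors' deposited table, the mean over libraries was more than 10% away from the mean of the deposited normalized counts for 7.72% of genes in crypts, 7.42% at day 1 and 7.30% at day 3. Whether the deposited log2 fold changes rest on the same normalization as the deposited counts was not tested. Across genes, the deposited log2 fold changes and those computed here had a Pearson correlation of 0.939, 0.959 and 0.960.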
